# Retinoblastoma protein promotes oxidative phosphorylation through upregulation of glycolytic genes in oncogene-induced senescent cells

**DOI:** 10.1111/acel.12351

**Published:** 2015-05-25

**Authors:** Shin-ichiro Takebayashi, Hiroshi Tanaka, Shinjiro Hino, Yuko Nakatsu, Tomoka Igata, Akihisa Sakamoto, Masashi Narita, Mitsuyoshi Nakao

**Keywords:** gene regulation, glycolysis, metabolic remodeling, oncogene-induced senescence, oxidative phosphorylation, retinoblastoma protein

## Abstract

Metabolism is closely linked with cellular state and biological processes, but the mechanisms controlling metabolic properties in different contexts remain unclear. Cellular senescence is an irreversible growth arrest induced by various stresses, which exhibits active secretory and metabolic phenotypes. Here, we show that retinoblastoma protein (RB) plays a critical role in promoting the metabolic flow by activating both glycolysis and mitochondrial oxidative phosphorylation (OXPHOS) in cells that have undergone oncogene-induced senescence (OIS). A combination of real-time metabolic monitoring, and metabolome and gene expression analyses showed that OIS-induced fibroblasts developed an accelerated metabolic flow. The loss of RB downregulated a series of glycolytic genes and simultaneously reduced metabolites produced from the glycolytic pathway, indicating that RB upregulates glycolytic genes in OIS cells. Importantly, both mitochondrial OXPHOS and glycolytic activities were abolished in RB-depleted or downstream glycolytic enzyme-depleted OIS cells, suggesting that RB-mediated glycolytic activation induces a metabolic flux into the OXPHOS pathway. Collectively, our findings reveal that RB essentially functions in metabolic remodeling and the maintenance of the active energy production in OIS cells.

## Introduction

Cellular senescence is a state of essentially irreversible growth arrest that is induced by various stresses, such as shortened telomeres, DNA damage, and oncogene activation. It is thought to function as an exclusion of unnecessary cells or as an anticancer mechanism. Senescent cells usually exhibit morphological features including an enlarged size, flattened shape, increased β-galactosidase activity, a senescence-associated secretory phenotype, and the formation of senescence-associated heterochromatin foci (SAHF) (Campisi & d’Adda di Fagagna, 2007; Kuilman *et al*., 2010; Rodier & Campisi, 2011; Lopez-Otin *et al*., 2013; Munoz-Espin & Serrano, 2014; Perez-Mancera *et al*., 2014; Salama *et al*., 2014). Senescent cells also possess some dynamic functions that together make up the metabolically active phenotype.

Several signaling pathways that activate the senescence program have been identified *in vitro*, and a deficiency of these pathways is often found in tumors *in vivo* (Collado & Serrano, 2010), suggesting that bypassing cellular senescence could lead to tumorigenesis. Among such pathways, the retinoblastoma protein (RB) has been shown to play a pivotal role in the transcriptional repression of cell cycle genes in both oncogene-induced senescence (OIS) and replicative senescence (RS) (Ben-Porath & Weinberg, 2005). In senescent cells, RB represses E2F target genes including cell cycle regulators (Narita *et al*., 2003), and this repression is partly caused by the RB-mediated recruitment of transcriptional repressors such as histone deacetylases to the regulatory sites of its target genes (Brehm *et al*., 1998; Luo *et al*., 1998; Magnaghi-Jaulin *et al*., 1998). Interestingly, RB is required for SAHF formation through cooperation with histone chaperone proteins HIRA and antisilencing function 1A (Narita *et al*., 2003; Ye *et al*., 2007). RB is also known to act as a transcriptional activator in some contexts (Talluri & Dick, 2012), although it remains unclear whether RB-mediated transcriptional activation contributes to senescent phenotypes. Thus, RB is likely to orchestrate several senescence-associated phenomena and to contribute to the stable maintenance of the senescence program.

Cellular metabolism produces energy and the materials required for cell structure and function, and its regulation is necessary to meet the energy demands of the cellular state. To generate ATP as a cellular fuel, normal cells mainly use OXPHOS in the presence of oxygen and anaerobic glycolysis in its absence. However, proliferative and cancer cells typically show a bias toward aerobic glycolysis even in the presence of oxygen because of their high energy demand for rapid growth. Recently, the metabolic profiling of mouse embryonic stem cells (ESCs), mouse epiblast stem cells (EpiSC), and human embryonic stem cells (hESCs) found that EpiSCs/hESCs possess higher glycolytic and lower OXPHOS activities compared with ESCs (Zhou *et al*., 2012). Regulation of a set of mitochondrial IV *COX* genes was thought to be involved in this phenomenon. Human-induced pluripotent stem cells also displayed higher glycolytic rates relative to the original somatic cells, similar to hESCs (Varum *et al*., 2011). Although it is still uncertain whether metabolic remodeling is a cause or consequence of cellular reprogramming, these studies clearly indicate that metabolic pathways can change depending on cellular states.

Recent studies have shown that cells undergoing OIS have higher OXPHOS activities compared with growing cells (Quijano *et al*., 2012; Dorr *et al*., 2013; Kaplon *et al*., 2013). However, the mechanisms determining the OIS-associated OXPHOS activation are poorly understood. RB is activated during cellular senescence induction and plays crucial roles in senescence-associated phenotypes (Narita *et al*., 2003; Ben-Porath & Weinberg, 2005). Given that RB has been shown to modulate mitochondrial activity through regulating metabolic gene expression (Takahashi *et al*., 2012), we examined the possibility that RB is involved in the OIS-associated OXPHOS activation in this study. Using oncogenic Ras*-*driven senescence in human fibroblasts, we show that RB is involved in increasing both glycolysis and OXPHOS activities in OIS cells. A combination of live metabolic monitoring, and metabolome and gene expression analyses revealed that the RB-dependent upregulation of metabolic genes at the RNA levels promotes glycolysis and subsequent OXPHOS activities. Our findings demonstrate a novel metabolic role for RB in OIS cells, suggesting that RB is a key molecule linking metabolic remodeling and cell cycle control in the senescent program.

## Results

### RB regulates metabolic remodeling during the induction of senescence

To characterize senescence-associated metabolic changes, we used an extracellular flux analyzer to assess the oxygen consumption rate (OCR), which mainly reflects the levels of mitochondrial OXPHOS activity, in human diploid fibroblasts IMR90 (growing) and the same cells undergoing OIS. OIS cells were prepared by 4-hydroxytamoxifen (4-OHT)-inducible Ras (H-*ras*V12) for 6 days as described previously (Hirosue *et al*., 2012). OIS cells showed significantly higher basal OCRs compared with control growing cells (Fig.1A, left), in agreement with previous reports (Quijano *et al*., 2012; Dorr *et al*., 2013; Kaplon *et al*., 2013). Furthermore, as indicated by the vertical arrows in Fig.1A, the maximum OXPHOS capacity was found to be dramatically increased in OIS cells following the addition of carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP), the proton gradient discharger (Fig.1A, right).

**Fig 1:**
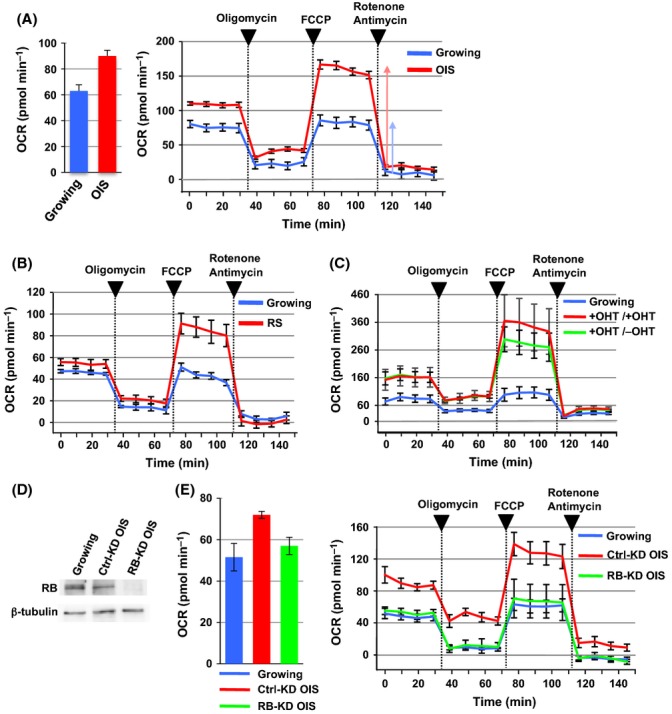
RB is required for increased mitochondrial OXPHOS activity in OIS cells. (A) Oxygen consumption rate (OCR) in growing and oncogene-induced senescence (OIS) cells. OIS was induced in IMR90 cells expressing oncogenic Ras (H-*ras*V12) following treatment with 4-hydroxytamoxifen (4-OHT) for 6 days. OCR was measured as the mitochondrial OXPHOS activity, using the extracellular flux analyzer (normalized to cell number). Respiratory chain inhibitors were added to the culture at the indicated time points. Values are means ± SE of at least three technical replicates at each time point (see Experimental procedures for details). Data are representative of two independent experiments. Basal OCRs are shown by subtracting the rotenone-/antimycin-treated values from the initial values (prior to oligomycin addition) (left). Vertical arrows indicate the maximum OXPHOS capacity determined as the difference between the FCCP- and rotenone-/antimycin-treated OCR values. (B) OCR in growing and replicative senescence (RS) cells. (C) The effect of oncogenic Ras removal on OCR in established OIS cells. OIS cells were established in the presence of 4-OHT for 6 days and further cultured in the presence (+OHT/+OHT) or absence of 4-OHT (+OHT/−OHT) for 4 days (Fig. S1A). (D) RNA interference-mediated knockdown of RB (RB-KD). Control siRNA or siRNAs against *RB1* were introduced to OIS-inducing IMR90 cells (Fig. S1B). (E) The effect of RB-KD on OCR in OIS cells.

A comparable increase in the maximum OXPHOS capacity was found in RS cells that were prepared by repeated proliferation and free from Ras activation (Fig.1B), indicating that senescent cells possess an increased mitochondrial OXPHOS activity. To test the involvement of the oncogenic signal, we removed Ras expression from already established OIS cells. Interestingly, OIS cells maintained higher levels of OXPHOS capacity even after a withdrawal of 4-OHT (Fig.1C and Fig. S1A, +OHT/−OHT). These results suggest that increased OXPHOS capacity in OIS cells does not result from a direct action of the oncogene.

Because RB has a significant function in cellular senescence and plays crucial roles in senescence-associated phenotypes (Narita *et al*., 2003; Ben-Porath & Weinberg, 2005), we next examined whether it is involved in the mitochondrial OXPHOS capacity of OIS cells. To deplete the RB protein, cells were treated with a mixture of three small interfering RNAs (siRNAs) against *RB1* 2 days after Ras induction (Fig.1D and Fig. S1B). RB knockdown of OIS (RB-KD OIS) reactivated genes encoding cell cycle progression proteins (*MCM3* and *MCM5*), and inflammatory cytokines (*IL6* and *IL8*) to a lesser extent, and moderately diminished the population of SAHF-positive cells (Fig. S1C,D). DNA replication, as measured by 5-ethynyl-2′-deoxyuridine (EdU) incorporation, was partially recovered in RB-KD OIS cells, probably from the activation of certain checkpoint pathways (Fig. S1E) (Chicas *et al*., 2010).

As expected, RB depletion by a mixture or individual siRNAs canceled the increase in OCR upon oncogene activation (Fig.1E and Fig. S2A). To further clarify the RB function, RB-KD was performed in already established OIS cells (Fig. S2B). Under this RB-KD condition, the increased mitochondrial OXPHOS was also reversed, suggesting that the effect of RB-KD on OCR in OIS cells is not a consequence of incomplete senescence induction. Moreover, RB-KD similarly reversed the activation of the OXPHOS capacity in RS cells (Fig. S2C). Taken together, we concluded that RB is required for the activation of mitochondrial OXPHOS activity in senescent cells.

### Metabolome profiling reveals the RB-dependent dynamics of cellular metabolites

To further understand RB-mediated metabolic remodeling in cellular senescence, we next carried out a metabolome analysis of each of three independent samples from growing IMR90, Ctrl-KD OIS, and RB-KD OIS cells (Fig.2A and Table S1). We used capillary electrophoresis-time of flight mass spectrometry/triple quadrupole mass spectrometry (CE-TOFMS/QqQMS) to identify 103 metabolites in cellular metabolic pathways. Consistent with previous reports (Quijano *et al*., 2012; Kaplon *et al*., 2013), we detected increased levels of metabolites from glycolysis, the pentose phosphate pathway, and the tricarboxylic acid (TCA) cycle in Ctrl-KD OIS cells (Fig.2B and Fig. S3). The increase in ATP in Ctrl-KD OIS cells is highly compatible with the activated metabolic flow (Fig. S3C). Notably, we found that RB depletion largely attenuated the OIS-associated increase in the levels of these metabolites. Several metabolic intermediates in glycolysis (fructose 1,6-diphosphate, dihydroxyacetone phosphate, and glyceraldehyde 3-phosphate) showed a remarkable reduction in RB-KD OIS cells compared with Ctrl-KD OIS cells. This suggests that RB mediates activation of the glycolytic pathway, which may lead to the increased mitochondrial OXPHOS capacity.

**Fig 2:**
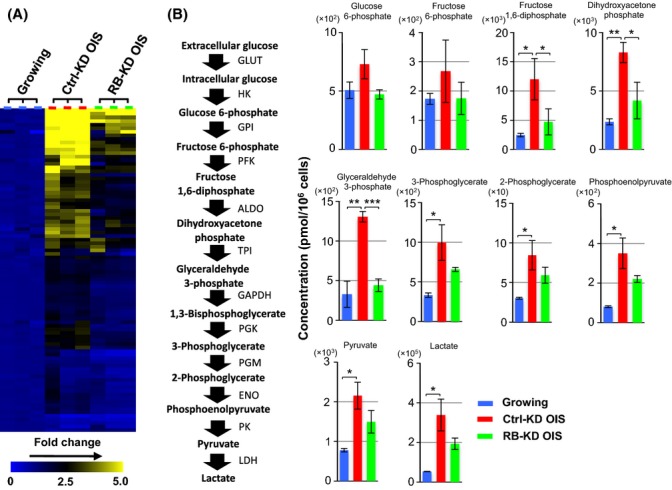
RB-dependent metabolic remodeling in OIS cells. (A) Heat map depicts the relative abundance of 103 metabolites. Metabolome (CE-TOFMS/QqQMS) analyses were performed using three replicates for each cell condition. The color coding indicates the fold change. (B) Metabolites involved in the glycolytic pathway. Diagram of glycolytic pathway is shown (left). Statistical analysis was performed using Welch’s *t*-test (*P <* *0.05; **P <* *0.01; ***P <* *0.001). 1,3-bisphosphoglycerate was not detected in this analysis. Abbreviations: GLUT, glucose transporter; HK, hexokinase; GPI, glucose-6-phosphate isomerase; PFK, phosphofructokinase; ALDO, aldolase; TPI, triose phosphate isomerase; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; PGK, phosphoglycerate kinase; PGM, phosphoglycerate mutase; ENO, enolase; PK, pyruvate kinase; LDH, lactate dehydrogenase.

To test RB-dependent glycolytic activation in OIS cells, we further measured the extracellular acidification rate (ECAR) under glucose starvation and subsequent addition, an index of glycolytic activity (Fig.3A). The loss of RB in OIS cells decreased the ECAR compared with the OIS control. We then performed a kinetic analysis of glucose uptake, using 2-deoxy-2-[(7-nitro-2,1,3-benzoxadiazol-4-yl)amino]-d-glucose (2-NBDG), a fluorescent glucose analog (Fig.3B). The Ctrl-KD OIS cells showed a marked increase in glucose uptake compared with growing cells, while RB-KD OIS cells showed a similar uptake to Ctrl-KD OIS cells. This suggests that RB regulates the glycolytic pathway rather than glucose uptake.

**Fig 3:**
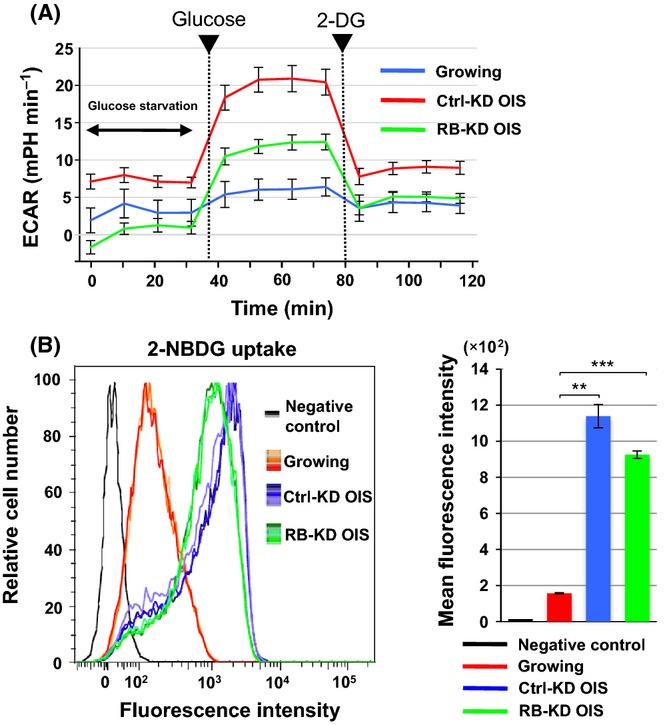
OIS cells enhance RB-dependent glycolytic properties. (A) Extracellular acidification rate (ECAR) in growing and OIS cells. ECAR was measured as the glycolytic activity using the extracellular flux analyzer (normalized to cell number). Real-time monitoring of ECAR was performed under glucose starvation and re-addition (25 mm), completed by adding 2-deoxy-D-glucose (2-DG), a glycolytic inhibitor, at the indicated time points. Values are means ± SE of at least three technical replicates at each time point. Data are representative of two independent experiments. (B) Effect of RB-KD on glucose uptake in OIS cells. Glucose incorporation rate was determined by flow cytometry using 2-NBDG, a fluorescent glucose analog, in growing, Ctrl-KD OIS, and RB-KD OIS cells. Cells that were untreated with 2-NBDG were used as a negative control. From the histograms of biological triplicate samples (left), mean fluorescence intensities were calculated and shown in the right panel (means ± SD). Statistical analysis was performed using Welch’s *t*-test (**P <* *0.01; ***P <* *0.001).

### RB upregulates glycolytic genes at the RNA levels in OIS cells

To examine how RB regulates metabolic gene expression, we performed genome-wide expression microarray analysis in growing, Ctrl-KD OIS, and RB-KD OIS cells. 

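RB1 mRNA was depleted on both RB-KD OIS arrays. Its signal was 2578 ± 69.9 in growing cells, 2246 ± 469 in Ctrl-KD OIS cells and 225 ± 4.81 in RB-KD OIS cells (means ± SD, n = 2). The growing arrays gave 2627 and 2528, the Ctrl-KD OIS arrays 2578 and 1914, and the RB-KD OIS arrays 222 and 228. The log2 fold change of RB1 was -3.30 (standard error 0.14, adjusted p = 2.73e-06) between RB-KD OIS and Ctrl-KD OIS cells and -0.21 (adjusted p = 0.275) between Ctrl-KD OIS and growing cells. The latter became -0.43 without the first Ctrl-KD OIS array and then passed (adjusted p = 0.0313), and 0.00049 without the second (adjusted p = 0.998). A second RB1 probe set read between 2 and 53.1 on the 6 arrays, and the mean of both probe sets gave -1.48 for RB-KD against Ctrl-KD OIS (adjusted p = 0.251; -3.52 to -1.48 over the alternatives tried). IMR90 fibroblasts carrying an inducible ER:Ras were compared in 3 states, with 2 biological replicates in each. Growing cells received neither 4-OHT nor siRNA. OIS cells received 100 nM 4-OHT for 6 days and siRNA 2 days after 4-OHT was added, 4 days before RNA was taken, with the RB1 siRNAs used as a mixture of 3 at 10 nM. RNA was hybridized to Affymetrix U133 Plus 2.0 arrays, and the authors computed signals with MAS5 in Affymetrix Expression Console. These signals are linear, cover 54613 probe sets, and carry no detection calls. The trimmed mean signal lay between 494.8 and 495.7 on every array and the median signal between 46 and 51.8. The signals were taken to log2 with no further normalization, and each of 19775 genes was read from its brightest probe set among those naming that gene alone. The 13398 genes above the array median on at least 2 of the 6 arrays were tested with limma, with a mean per state and a spread shared by all 3 states, at an adjusted p under 0.05. In Ctrl-KD OIS cells 2746 genes were higher and 2840 lower than in growing cells. RB-KD OIS cells had 2481 higher and 2552 lower genes against growing cells, and 1682 higher and 1556 lower against Ctrl-KD OIS cells. These numbers moved with the settings. For RB-KD OIS against growing cells they were 3097 and 1984 under median centring and 1453 and 1586 with the mean of all probe sets. That mean gave 1730 and 1854 for Ctrl-KD OIS against growing cells. Between the OIS states they were 940 and 641 without a trend in the prior variance and 874 and 775 with the mean of all probe sets. The numbers between the OIS states also fell whenever 1 array was left out. Of the genes raised in Ctrl-KD OIS cells, 1679 were also higher in RB-KD OIS cells than in growing cells (r = 0.79 across genes, against 0.50 in simulated arrays with no change). Of the same genes 877 were lower in RB-KD than in Ctrl-KD OIS cells (r = -0.43, against -0.50). Each pair of comparisons shares arrays, which by itself sets r near 0.50 or -0.50, so r cannot show whether the latter pattern exceeds noise. Its covariance was -0.325, against -0.0759 in simulated arrays and -0.230 when each comparison used its own Ctrl-KD OIS array. Across genes, which are not independent replicates, Pearson's r was 0.971 to 0.974 between replicates and 0.893 to 0.953 between arrays of different states. The number of arrays limits the precision, since an exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.333.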

Gene set enrichment analysis (GSEA) using Kyoto Encyclopedia of Genes and Genomes gene sets was performed to identify RB-dependent biological pathways (Fig.4A and Table S2). 

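Among 43 measured genes of the KEGG glycolysis and gluconeogenesis pathway (of 64 listed), Ctrl-KD OIS cells had 17 higher and 5 lower (17 and 5 adjusted over the list alone) than growing cells. ENO2, the neuronal enolase, had a signal of 370.1 ± 17.9 in growing cells, 1529.7 ± 273 in Ctrl-KD OIS cells and 1537 ± 49.4 in RB-KD OIS cells (means ± SD, n = 2). Its log2 fold change against growing cells was 2.04 (standard error 0.14, adjusted p = 4.79e-06) in Ctrl-KD OIS cells and 2.05 (standard error 0.14, adjusted p = 6.43e-06) in RB-KD OIS cells. BPGM, which makes 2,3-bisphosphoglycerate, rose by 1.99 and 2.03 on the log2 scale in the same comparisons (adjusted p = 2.45e-06 and 3.09e-06). HK2, a hexokinase, rose by 1.36 and 1.33 (adjusted p = 0.00618 and 0.00786). Some of the other members that moved belong to aldehyde or cofactor metabolism. The aldehyde dehydrogenases ALDH1A3 and ALDH3A2 rose by 1.58 and 1.41 in Ctrl-KD OIS cells (adjusted p = 2.84e-05 and 4.4e-05), and PANK1, a kinase of coenzyme A synthesis, rose by 1.07 in RB-KD OIS cells (adjusted p = 0.000602). RB-KD OIS cells had 14 higher and 7 lower (14 and 7 adjusted over the list alone) than growing cells. The list median was a log2 fold change of 0.19 in Ctrl-KD OIS cells (adjusted p = 0.00989 from camera and adjusted p = 0.255 with an estimated correlation) and 0.15 in RB-KD OIS cells (adjusted p = 0.04 from camera and adjusted p = 0.341 with an estimated correlation). The direct comparison of RB-KD with Ctrl-KD OIS cells gave 5 higher and 8 lower (5 and 8 adjusted over the list alone), with a median of -0.04 (adjusted p = 0.412 from camera and adjusted p = 0.792 with an estimated correlation). ALDH2, the mitochondrial aldehyde dehydrogenase, had the largest change there, with 4716 ± 416 in Ctrl-KD OIS cells, 1897 ± 224 in RB-KD OIS cells and a log2 fold change of -1.32 (standard error 0.11, adjusted p = 7.18e-05). PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, changed by 0.68 (adjusted p = 0.0069). Of 18 core enzymes from glucose to lactate, 10 were higher and 1 lower (10 and 1 adjusted over the list alone) in Ctrl-KD OIS cells (adjusted p = 0.00391 from camera and adjusted p = 0.255 with an estimated correlation). The same enzymes had 9 higher and 1 lower (9 and 1 adjusted over the list alone) in RB-KD OIS cells (adjusted p = 0.00355 from camera and adjusted p = 0.341 with an estimated correlation). Between the OIS states 2 were higher and 2 lower (1 and 2 adjusted over the list alone) (adjusted p = 0.723 from camera and adjusted p = 0.792 with an estimated correlation). GPI, the glucose-6-phosphate isomerase, rose by 1.00 in Ctrl-KD OIS cells and 0.79 in RB-KD OIS cells (adjusted p = 2.12e-05 and 0.00012), while the pyruvate kinase PKM had -0.64 (adjusted p = 0.0019) and -0.71 (adjusted p = 0.00133). A second PKM probe set, dimmer but above the array median on all 6 arrays, gave -0.61 and -0.06. It gave 0.56 between the OIS states, so the fall of PKM in RB-KD OIS cells depends on the probe set. The call of the KEGG list in RB-KD OIS cells ended under several alternatives, such as quantile normalization (adjusted p = 0.145) and the mean of all probe sets (0.115). It also ended with the GSEA statistic (0.231, with 0.014 in Ctrl-KD OIS cells), which took in 60 genes of the list without the filter. This alternative follows the paper's use of GSEA and called the list in Ctrl-KD OIS cells alone, as the paper reports. The range was 0.00297 to 0.341 over all alternatives. The highest value came from the estimated correlation, which called 0 of 28 lists in each comparison and so cannot decide.

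**Figure D1:**
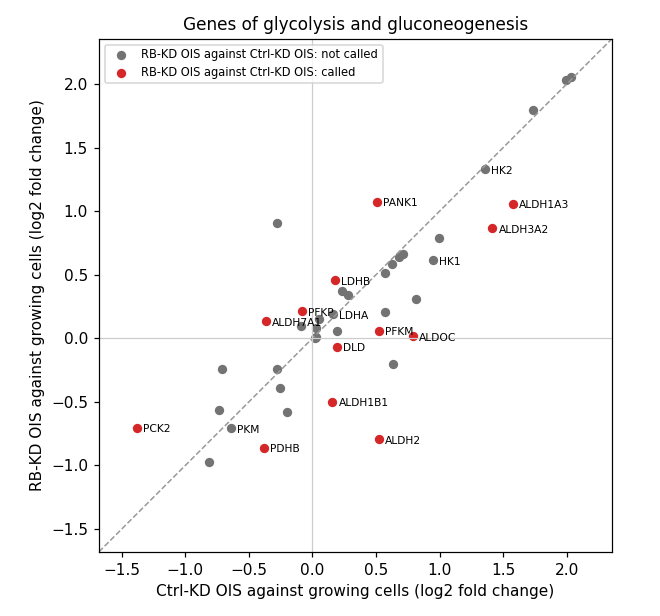
Log2 fold change against growing cells of the 43 genes in Ctrl-KD OIS (horizontal) and RB-KD OIS cells (vertical), one point per gene (n = 2 arrays per state), with the genes called between the OIS states in red and equal changes on the dashed line. HK2 lies close to the line at 1.36 and 1.33, and ALDH2 lies below it at 0.52 and -0.79.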

We found that the ‘glycolysis and gluconeogenesis’ gene set was uniquely upregulated in Ctrl-KD OIS but not RB-KD OIS cells, indicating that activation of the glucose metabolism pathway is RB-dependent in OIS cells. By contrast, some gene sets, such as ‘cytokine and cytokine receptor interaction’, were upregulated in both Ctrl-KD OIS and RB-KD OIS cells. This suggests that activation of the cytokine pathway is RB-independent.

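Several chemokine genes were among the most strongly raised genes in both OIS states, though chemokines were not tested as a list of their own. CXCL8 (IL8) had a signal of 1005 ± 67.7 in growing cells, 49717 ± 3821 in Ctrl-KD OIS cells and 55746 ± 2933 in RB-KD OIS cells (means ± SD, n = 2). Its log2 fold change against growing cells was 5.63 (standard error 0.09, adjusted p = 1.47e-09) in Ctrl-KD OIS cells and 5.79 (standard error 0.09, adjusted p = 1.13e-09) in RB-KD OIS cells. A second CXCL8 probe set gave 8.26 and 8.55. The first read close to the highest signals of the arrays (54242 to 64701). In RB-KD OIS cells the second did so too, with 48544 and 46158, so the size of the rise stays uncertain. CXCL5 and CXCL3, further ligands that attract neutrophils, rose by 9.58 and 9.15 in Ctrl-KD OIS cells (adjusted p = 6.52e-08 and 5.36e-08) and by 9.53 and 8.91 in RB-KD OIS cells (adjusted p = 8.17e-08 and 7.7e-08). CCL20 lay under the array median in growing cells, so its rise was at least 234-fold in Ctrl-KD OIS and at least 99.1-fold in RB-KD OIS cells. Of 135 measured genes of the KEGG cytokine and cytokine receptor list (244 listed), Ctrl-KD OIS cells had 43 higher and 25 lower (44 and 27 adjusted over the list alone) than growing cells, with a median log2 fold change of 0.02 (adjusted p = 0.0427 from camera and adjusted p = 0.255 with an estimated correlation). RB-KD OIS cells had 40 higher and 21 lower (41 and 21 adjusted over the list alone) than growing cells, with a median of 0.21 (adjusted p = 0.00414 from camera and adjusted p = 0.341 with an estimated correlation). RB-KD OIS cells had 19 higher and 6 lower (16 and 5 adjusted over the list alone) than Ctrl-KD OIS cells, with a median of 0.17 (adjusted p = 0.0951 from camera and adjusted p = 0.599 with an estimated correlation). The members that differed most between the OIS states were CXCL11 and CXCL10, ligands of CXCR3, and the interleukins IL24 and IL11. In RB-KD against Ctrl-KD OIS cells their log2 fold changes were 3.18, 2.18, 2.16 and 1.91 (adjusted p = 0.000245, 0.000669, 1.43e-05 and 0.000182). IL6 had 28414 ± 443 in Ctrl-KD OIS cells and 46741 ± 3728 in RB-KD OIS cells, a log2 fold change of 0.72 (standard error 0.09, adjusted p = 0.000663), though its RB-KD OIS signals also lie close to the highest ones of the arrays, so the size of this change stays uncertain. The call of this list in Ctrl-KD OIS cells ended in several settings, such as quantile normalization (adjusted p = 0.0806) and no filter (0.131), with a range of 0.00115 to 0.255. Between the OIS states the list was called with the stricter filter (0.0261), with fry (0.031) and without the first Ctrl-KD OIS array (0.0451), with a range of 0.0261 to 0.599. From the gene set analysis in Fig. 4A, the paper concludes that activation of glucose metabolism in OIS depends on RB, because the glycolytic set was raised with RB present and not after its depletion. It proposes that the cytokine pathway is activated independently of RB, because that set was raised in both states.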

**Fig 4:**
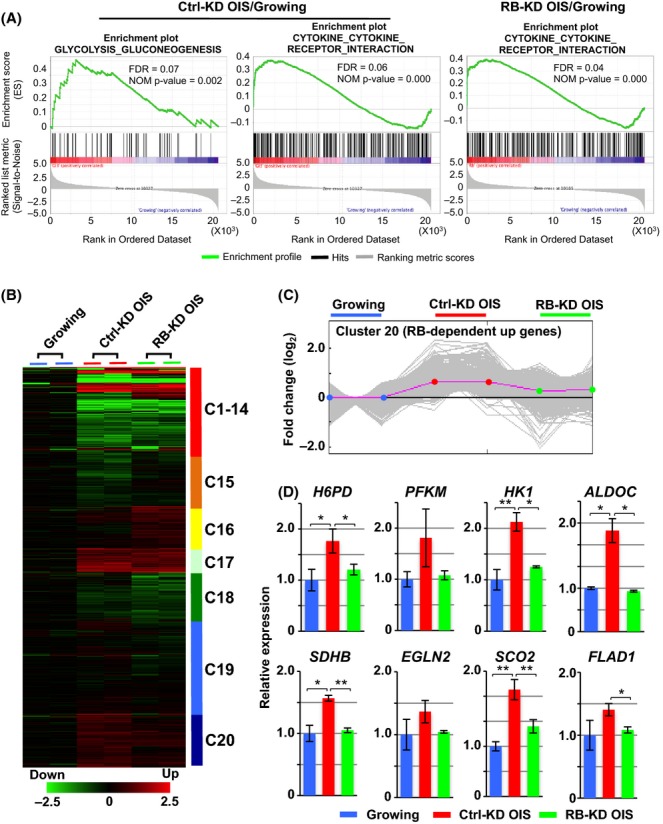
RB mediates the upregulation of a set of glycolytic metabolism genes. (A) Gene set enrichment analysis of upregulated genes in OIS cells. In each panel, nominal *P*-values and false discovery rates (FDRs) are indicated. The ‘glycolysis and gluconeogenesis’ gene set was ranked as significantly upregulated in Ctrl-KD OIS but not RB-KD OIS cells. (B) Heat map of gene expression data obtained from growing, Ctrl-KD OIS, and RB-KD OIS cells (*n* = 2 for each condition). The color coding indicates fold change in expression levels (log2-transformed). Genes were categorized into 20 clusters based on K-means clustering. (C) Expression patterns of 1748 genes in Cluster 20. The pink line represents the average of Cluster 20 genes. The *y*-axis is in log2 scale. (D) RT–PCR analysis of metabolic genes in Cluster 20 in growing, Ctrl-KD OIS, and RB-KD OIS cells. Data are shown as means ± SD of three independent experiments. Statistical analysis was performed using Welch’s *t*-test (*P <* *0.05; **P <* *0.01). Abbreviations: H6PD, hexose-6-phosphate dehydrogenase; PFKM, phosphofructokinase, muscle; HK1, hexokinase 1; ALDOC, aldolase C, fructose-bisphosphate; SDHB, succinate dehydrogenase complex, subunit B; EGLN2, Egl-9 family hypoxia-inducible factor 2; SCO2, SCO2 cytochrome c oxidase assembly protein; FLAD1, flavin adenine dinucleotide synthetase 1.

To further elucidate the RB-mediated transcriptional regulation of metabolic genes, we performed a K-means clustering of the 14 042 genes on the microarrays. This analysis revealed 20 gene clusters with distinct patterns of up- and downregulation in each cell state (Fig.4B). 

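The clusters with the largest changes moved alike in both OIS states. The largest mean rise belonged to a cluster of 23 genes, with a mean log2 change of 8.41 in Ctrl-KD OIS cells and 8.15 in RB-KD OIS cells, and all 23 were called higher in Ctrl-KD OIS cells. A cluster of 217 genes had the largest fall, with means of -3.48 and -2.89. The states parted in other clusters. A cluster of 257 genes lay at -2.03 in Ctrl-KD OIS cells and -0.30 in RB-KD OIS cells, and a cluster of 146 genes lay at 1.65 and 0.18. Of those 146 genes, 64 were called higher in Ctrl-KD OIS cells than in growing cells and 57 lower in RB-KD than in Ctrl-KD OIS cells. Single genes gave examples of both kinds. CCNE2, which encodes cyclin E2, had a signal of 792 ± 20.4 in growing cells, 84.7 ± 32.4 in Ctrl-KD OIS cells and 5709 ± 562 in RB-KD OIS cells (means ± SD, n = 2). Its log2 fold change between RB-KD and Ctrl-KD OIS cells was 6.13 (standard error 0.23, adjusted p = 1.34e-06). PI3, which encodes the elastase inhibitor elafin, had 1862 ± 341 in Ctrl-KD OIS cells and lay under the array median in the other states, and was at least 39.4-fold lower in RB-KD than in Ctrl-KD OIS cells (adjusted p = 9.63e-06 from limma). THBD, the gene of thrombomodulin, rose at least 92.5-fold in Ctrl-KD OIS and at least 23.7-fold in RB-KD OIS cells, and changed by -1.96 (adjusted p = 0.000536) between them. The decorin gene DCN fell by 2.70 and 2.84 on the log2 scale (adjusted p = 7.52e-08 and 8.17e-08). The clustering used log2 signals minus the mean of the growing arrays, Euclidean distance, 20 clusters and 50 starts, over all 13398 tested genes.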

Cluster 20 contained a set of genes that were upregulated in Ctrl-KD OIS cells but downregulated in RB-KD OIS cells (Fig.4C). 

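The 2 clusters that held most of the metabolic genes in Table S3 were raised in Ctrl-KD OIS cells and less raised in RB-KD OIS cells. The first had 2176 genes, with a mean log2 change from growing cells of 0.45 in Ctrl-KD OIS cells (replicate SD 0.024, n = 2) and 0.25 in RB-KD OIS cells (replicate SD 0.019, n = 2). It held 195 of the 276 Table S3 genes that were clustered (70.7%). In this cluster 1164 genes were called higher in Ctrl-KD OIS cells than in growing cells, and 421 were called lower in RB-KD than in Ctrl-KD OIS cells. The second had 1029 genes and means of 0.89 and 0.75, and it held 73 Table S3 genes (26.4%), with 792 genes called higher in Ctrl-KD OIS cells and 189 lower in RB-KD than in Ctrl-KD OIS cells. A cluster that fell below growing cells after RB depletion had 1310 genes, with means of 0.17 and -0.36, and it held 3 Table S3 genes. The size of the first cluster moved to 4200 genes when no filter was applied, and it lay between 1680 and 2303 under the other settings.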

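ADAP2 and HSD17B14 had among the largest changes of the Cluster 20 metabolic genes. ADAP2, an adaptor of ARF GTPases, had a signal of 228 ± 1.20 in growing cells, 694 ± 14.2 in Ctrl-KD OIS cells and 250.1 ± 27.1 in RB-KD OIS cells (means ± SD, n = 2). It was 3.04-fold higher in Ctrl-KD OIS than in growing cells and 2.78-fold lower in RB-KD than in Ctrl-KD OIS cells (adjusted p = 5.47e-05 and 0.000405). HSD17B14, a steroid dehydrogenase, changed by 1.34 (adjusted p = 0.003) from growing to Ctrl-KD OIS cells and by -1.23 (adjusted p = 0.0108) from Ctrl-KD to RB-KD OIS cells. CBR4, a carbonyl reductase, changed by 1.22 (adjusted p = 0.000388) and -1.27 (adjusted p = 0.0011) in these comparisons. HMOX1, the inducible heme oxygenase, rose by 1.34 and GM2A, the lysosomal GM2 activator, by 1.16 in Ctrl-KD OIS cells (adjusted p = 0.000933 and 6.1e-05). CYB5R2 changed by -1.19 from Ctrl-KD to RB-KD OIS cells (adjusted p = 0.00497). Of the 307 genes of Table S3, 267 were higher in Ctrl-KD OIS than in growing cells (282 adjusted over the list alone). In RB-KD against Ctrl-KD OIS cells 93 were lower (107 adjusted over the list alone). All 93 were also among those raised in Ctrl-KD OIS cells. The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. Against growing cells, 135 of the genes were still higher in RB-KD OIS cells (144 adjusted over the list alone). The Ctrl-KD OIS arrays both lay above both growing arrays for 299 of the genes, and the RB-KD OIS arrays both lay under both Ctrl-KD OIS arrays for 191. Within the table, all 25 mitochondrial ribosomal protein genes were higher in Ctrl-KD OIS cells than in growing cells (25 adjusted over the list alone) and 7 were lower in RB-KD than in Ctrl-KD OIS cells (7 adjusted over the list alone). Of the 9 complex I genes, 8 were higher (9 adjusted over the list alone) and 4 were lower (4 adjusted over the list alone) in the same comparisons. The 8 V-ATPase genes had 7 higher (7 adjusted over the list alone), and each of the 8 had a negative log2 fold change after RB depletion (median -0.19) that did not pass limma's test. Each gene was read from the probe set that Table S3 names, among 30145 probe sets tested with limma. The counts of 267 and 93 were 174 and 9 when the prior variance had no trend with signal and 158 and 55 of 271 tested with the mean of all probe sets, and the latter fell to between 32 and 78 when 1 array was left out.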

Based on gene ontology (GO) analysis, 307 of the 1748 genes in this cluster were involved in cellular metabolic processes (Table S3). Reverse transcription (RT)–PCR of glycolytic and metabolic genes validated the microarray results (Fig.4D and Fig. S4). 

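On the arrays, 6 of 7 genes of Fig. 4D were higher in Ctrl-KD OIS than in growing cells and 5 were lower in RB-KD than in Ctrl-KD OIS cells (7 and 6 adjusted over the list alone). The eighth gene of the figure is left out, since its probe set has no name in the platform table used here. The study picked these genes on the same arrays. ALDOC, a glycolytic aldolase, had a signal of 242 ± 4.17 in growing cells, 419 ± 14.7 in Ctrl-KD OIS cells and 246 ± 19.0 in RB-KD OIS cells (means ± SD, n = 2). Its log2 fold change was 0.79 (standard error 0.17, adjusted p = 0.00526) from growing to Ctrl-KD OIS cells and -0.77 (standard error 0.17, adjusted p = 0.0132) from Ctrl-KD to RB-KD OIS cells. SCO2, a cytochrome c oxidase assembly factor, had 1679 ± 38.3, 3226 ± 302 and 2027 ± 128 in the 3 states, with log2 fold changes of 0.94 (adjusted p = 0.000107) and -0.67 (adjusted p = 0.00267). PFKM, the muscle phosphofructokinase, had 2398 ± 38.5, 3449.8 ± 279 and 2501 ± 183, with 0.52 (adjusted p = 0.00308) and -0.46 (adjusted p = 0.0132). EGLN2, a prolyl hydroxylase that acts on HIF, had 596 ± 12.4, 894 ± 54.7 and 636 ± 52.4, with 0.58 (adjusted p = 0.00627) and -0.49 (adjusted p = 0.0292). H6PD, which oxidizes hexose-6-phosphates in the endoplasmic reticulum, had 663 ± 50.8, 1106 ± 25.6 and 745 ± 40.7, with 0.74 (adjusted p = 0.00123) and -0.57 (adjusted p = 0.0122). HK1, the hexokinase that starts glycolysis, rose from 4721 ± 544 to 9092 ± 856 in Ctrl-KD OIS cells (log2 fold change 0.95 (adjusted p = 0.000281)). In RB-KD OIS cells it had 7235 ± 1011, a log2 fold change of -0.33 (adjusted p = 0.0999) against Ctrl-KD OIS and of 0.61 (adjusted p = 0.00455) against growing cells. With the replicate number as a block, its fall after RB depletion passed in limma's fit of 1 probe set per gene (adjusted p = 0.0137). Whether the replicate numbers pair the samples could not be told from the arrays. FLAD1, which makes FAD, had 364 ± 45.3, 513 ± 97.6 and 481 ± 99.0, with 0.49 (adjusted p = 0.0915) and -0.10 (adjusted p = 0.802), neither of which passed the test. H6PD has 4 probe sets, and their mean gave -0.06 and 0.15 for its log2 fold changes. Besides the brightest, a second lay above the array median on all 6 arrays (signals of 313.1 to 347.2) and gave -0.03 and -0.08. The rest lay under the median on every array. The changes of H6PD thus depend on the probe set. The alternatives were run on 1 probe set per gene and did not cover EGLN2, whose probe set names several genes. In that fit the falls of ALDOC, PFKM, H6PD and HK1 after RB depletion had adjusted p = 0.0115, 0.00909, 0.00862 and 0.0818. Those of ALDOC, PFKM and H6PD no longer passed there when 1 RB-KD OIS array was left out (adjusted p = 0.0524 without the second array for ALDOC, 0.0649 and 0.0548 without the first for PFKM and H6PD), and that of PFKM also ended without a trend in the prior variance (0.0697), whereas that of HK1 passed without the second array (0.0482).

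**Figure D2:**
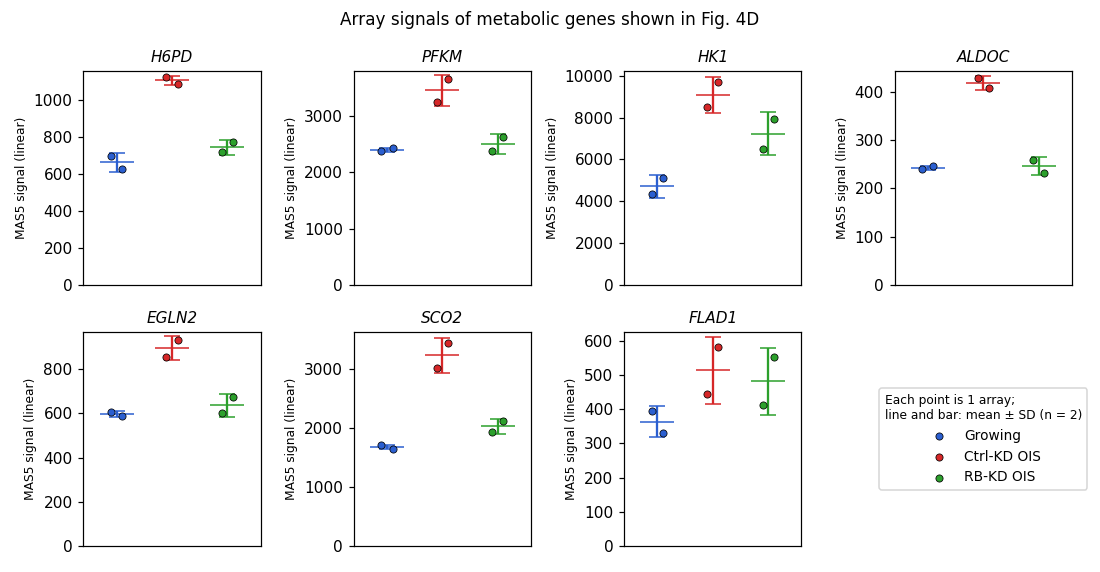
MAS5 signals (linear) of 7 genes on each array, as points, with the mean ± SD of growing, Ctrl-KD OIS and RB-KD OIS cells (n = 2). The ALDOC arrays lie at 429 and 408 in Ctrl-KD OIS cells and at 259 and 232 in RB-KD OIS cells.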

According to previous chromatin immunoprecipitation coupled with deep sequencing (ChIP-seq) data (Chicas *et al*., 2010), RB enrichment occurred in association with 36% (109/307) of the metabolic genes in Cluster 20 (Fig. S5 and Table S4), suggesting that both direct and indirect actions of RB are involved in upregulation of a set of metabolic genes. 

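The 109 metabolic genes with an RB peak in Table S4 and the 198 without one were both raised in Ctrl-KD OIS cells. Their mean log2 changes from growing cells were 0.61 ± 0.17 with a peak and 0.65 ± 0.21 without one (SD across genes). After RB depletion the mean log2 change from Ctrl-KD OIS cells was -0.24 ± 0.22 for genes with a peak and -0.34 ± 0.30 for genes without one. Of the genes with a peak, 100 were called higher in Ctrl-KD OIS than in growing cells (106 adjusted over the list alone) and 27 lower in RB-KD than in Ctrl-KD OIS cells (30 adjusted over the list alone). Of the genes without a peak, 167 were called higher (177 adjusted over the list alone) and 66 lower (80 adjusted over the list alone). H6PD, EGLN2 and FLAD1 have peaks at -299, -368 and -246 bp from the start site and SCO2 at 670 bp, whereas ALDOC, HK1 and PFKM have none in the table. The 109 peaks lie at a median of 128 bp from the start site, 94 of them within 500 bp, and they make up 35.5% of the genes. The difference between genes with and without a peak was -0.04 for the rise in Ctrl-KD OIS cells (two-sided permutation test, p = 0.0872, adjusted p = 0.0872 over both comparisons) and 0.09 for the change after RB depletion (p = 0.0048, adjusted p = 0.0096). Genes are not independent replicates, and the adjustment over both comparisons was chosen after the p values were seen. The adjusted p of the permutation test for the change after depletion was 0.0102 to 0.0454 over the alternatives that kept all arrays. Without the first RB-KD OIS array that difference was 0.07 and lost its call. Without the second growing array the difference for the rise was -0.07 and gained a call.

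**Figure D3:**
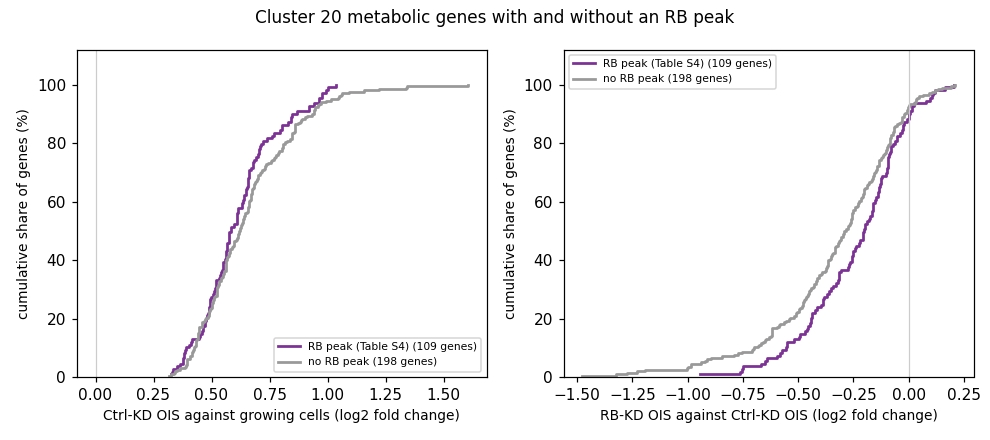
Cumulative share of the Cluster 20 metabolic genes, in percent, against their log2 fold change in Ctrl-KD OIS against growing cells (left) and in RB-KD OIS against Ctrl-KD OIS cells (right), with one line for the 109 genes with an RB peak and one for the 198 without. On the right the line of genes without a peak reaches further below 0, with a mean of -0.34 against -0.24.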

Promoter sequence analysis of RB target genes identified several potential transcription factors (Table S5), some of which are known to cooperate with RB in transcriptional activation (Talluri & Dick, 2012). For example, SP1 has been shown to physically interact with RB and stimulate dihydrofolate reductase gene expression in CHO-K1 cells (Noe *et al*., 1998). We also identified putative binding sites for CCAAT/enhancer-binding protein beta (C/EBPß), which is known to cooperate with RB in the activation of transcription (Chen *et al*., 1996). Among these genes, phosphofructokinase, muscle (*PFKM*) and aldolase C, fructose-bisphosphate (*ALDOC*) are involved in the production of fructose 1,6-diphosphate and dihydroxyacetone phosphate, respectively, which were significantly reduced by RB-KD (Fig.2B, PFK and ALDO). We re-evaluated the previously published gene expression profiles of human SAOS-2 cells in which RB had been reintroduced into a *RB−/−* background (Lopez-Bigas *et al*., 2008). This data set indicated that the RB reintroduction increased mRNAs of metabolic genes shown in Fig.4D, while it decreased the mRNA levels of cell cycle genes such as *MCM3* and *MCM5* (Fig. S6). This suggests a conserved role of RB in the upregulation of metabolic genes in different cellular contexts.

Finally, we performed a knockdown of these RB target genes. The loss of glycolytic genes (*PFKM* and *ALDOC*) resulted in decrease in glycolytic activity (ECAR) and mitochondrial OXPHOS (OCR) in OIS cells (Fig.5). PFKM-KD reduced glycolytic activity more significantly than ALDOC-KD,possibly resulting in the observed effect on downstream OXPHOS capacity. These data suggest that PFKM rather than ALDOC plays an important role in the metabolic remodeling of OIS cells. In addition, we examined the effect of the gene knockdown on the cellular level of dihydroxyacetone phosphate (DHAP), which is generated by aldolases. RB-KD or ALDOC-KD expectedly showed a decrease in the DHAP content in OIS cells, while PFKM-KD was less effective (Fig. S7). This data may suggest that PFKM has multiple effects on the glycolytic pathway. Indeed, fructose 1,6-diphosphate that is generated by PFKM is known to stimulate formation of highly active tetrameric pyruvate kinase M2 (PKM2), thereby promoting the glycolytic pathway (Mazurek, 2011). Collectively, RB appears to mediate OIS-associated metabolic remodeling at least in part through the upregulation of glycolytic genes. Additionally, throughout this study, we observed that RB was present exclusively in the nuclei but not the cytoplasm of IMR90 and OIS cells (data not shown).

**Fig 5:**
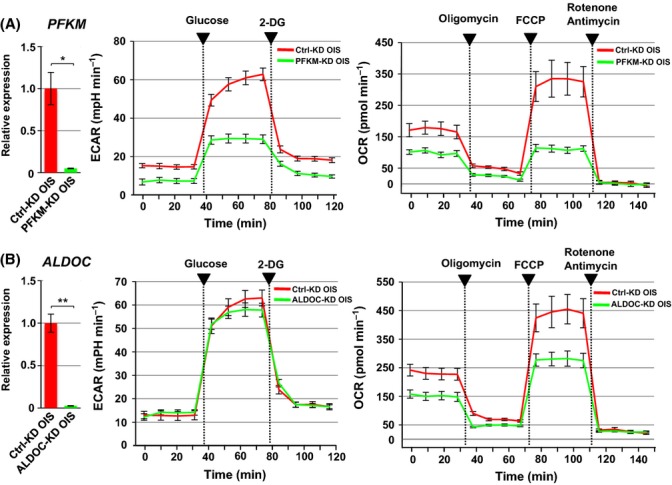
Effect of glycolytic gene knockdown on glycolytic and mitochondrial OXPHOS activities. (A, B) The RB-targeted glycolytic genes *PFKM* and *ALDOC* were depleted using specific siRNAs in OIS cells (left). Data are shown as means ± SD of three independent experiments. ECAR and OCR were measured as described in Figs3A and 1A, respectively (right). Statistical analysis was performed using Welch’s *t*-test (*P <* *0.05; **P <* *0.01).

It has been reported that fatty acid oxidation contributes to the increased OXPHOS activity in OIS cells (Quijano *et al*., 2012). Consistently, by treating with etomoxir, a CPT-1 inhibitor, the enhancement of OCR was reduced in OIS cells, compared with the growing (Fig. S8A). Moreover, OCR was increased by the exogenously added free-fatty acid palmitate in Ctrl-KD OIS but not in RB-KD OIS cells (Fig. S8B), suggesting that RB is involved in the regulation of fatty acid oxidation in OIS cells. Thus, our result, together with the previous reports (Quijano *et al*., 2012; Kaplon *et al*., 2013), indicates that both glycolytic and fatty acid oxidation pathways contribute to maintaining the increased OXPHOS capacity in OIS cells.

## Discussion

In this study, we report on the RB mediation of metabolic remodeling in OIS cells. Based on live metabolic monitoring, and metabolome and gene expression analyses, our findings indicate that RB upregulates a series of glycolytic genes, resulting in increased glycolysis and subsequent mitochondrial OXPHOS activities in OIS cells. Thus, OIS cells have activated metabolic flow, in comparison with other cell states.

RB has been found to transcriptionally downregulate some metabolic genes as well as cell cycle genes (Hsieh *et al*., 2008; Blanchet *et al*., 2011; Reynolds *et al*., 2014). For example, the glutamine transporter *SLC1A5* was reported to be a direct target of RB transcriptional repression in mouse embryonic fibroblast cells (Reynolds *et al*., 2014). By contrast, our study indicated that RB upregulates glycolytic genes and establishes high activities of glycolytic and mitochondrial OXPHOS pathways in OIS cells (Fig.6). 

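The changes in the metabolic genes of Table S3 were small. Their median log2 fold change was 0.61 (1.53-fold) in Ctrl-KD OIS against growing cells, with quartiles of 0.50 and 0.73, and 13 of the 307 genes exceeded 2-fold. After RB depletion the median was -0.25 (1.19-fold lower than in Ctrl-KD OIS cells), with quartiles of -0.45 and -0.10, and 264 genes changed by less than 1.5-fold. RB-KD OIS cells had a median of 0.34 (1.26-fold) above growing cells. The 9 genes under the glycolysis term of the table had a median of 0.68 in Ctrl-KD OIS cells, 0.51 in RB-KD OIS cells and -0.37 between them. The 20 genes under the oxidative phosphorylation term had 0.65, 0.34 and -0.20. Over all genes called between RB-KD and Ctrl-KD OIS cells, 551 of the higher and 220 of the lower genes exceeded 2-fold. MCM3, which encodes a subunit of the replicative helicase, was among the former, with 383 ± 57.9 in Ctrl-KD OIS cells, 3506 ± 287 in RB-KD OIS cells (means ± SD, n = 2) and a log2 fold change of 3.20 (standard error 0.14, adjusted p = 3.45e-06).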

Although the degree of RB-mediated transcriptional activation was found to be relatively weak (Fig.4C,D), the RB-dependent upregulation of multiple metabolic genes may synergistically support a metabolically activated phenotype in OIS cells (Fig.4D and Table S3). Considering that mRNA levels do not always correlate with protein levels, further study may be necessary to address whether the increased mRNAs from metabolic genes are linked to the control of enzymatic activities. A previous study showed that upregulation of the pyruvate dehydrogenase phosphatase 2 gene (*PDP2*) led to enzymatic activation of pyruvate dehydrogenase (PDH), which catalyzes the conversion of pyruvate into acetyl coenzyme A, and thereby promotes a flux from glycolysis to the TCA cycle in OIS cells (Kaplon *et al*., 2013). However, details of the upstream pathways regulating PDP2 levels are currently unknown. Interestingly, the *PDP2* promoter was bound by RB (Table S4), suggesting that RB participates in the regulation of the PDP2–PDH axis. Thus, RB can contribute to the activation of multiple metabolic pathways. Indeed, the OXPHOS gene set also appears to be upregulated in an RB-dependent manner (Table S2.). 

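Subunits of the V-ATPase, a proton pump that the KEGG oxidative phosphorylation list includes, had the largest rises of that list in OIS. ATP6V1C1 had a signal of 2009.6 ± 97.0 in growing cells, 5415 ± 217 in Ctrl-KD OIS cells and 4741 ± 149.7 in RB-KD OIS cells (means ± SD, n = 2). Its log2 fold change against growing cells was 1.43 (standard error 0.09, adjusted p = 2.2e-06) in Ctrl-KD OIS cells and 1.24 (standard error 0.09, adjusted p = 7.8e-06) in RB-KD OIS cells. ATP6V1B2 rose by 1.21 and 0.87 (adjusted p = 1.77e-05 and 0.00018). Of the whole list of 96 measured genes (113 listed), Ctrl-KD OIS cells had 38 higher and 2 lower (38 and 2 adjusted over the list alone) than growing cells, with a median log2 fold change of 0.19 (adjusted p = 3.9e-05 from camera and adjusted p = 0.512 with an estimated correlation). RB-KD OIS cells had 31 higher and 9 lower (32 and 9 adjusted over the list alone) than growing cells, with a median of 0.14 (adjusted p = 0.0137 from camera and adjusted p = 0.718 with an estimated correlation). Against Ctrl-KD OIS cells, RB-KD OIS cells had 5 higher and 22 lower (5 and 23 adjusted over the list alone), with a median of -0.11 (adjusted p = 0.0142 from camera and adjusted p = 0.792 with an estimated correlation). COX15, which acts in heme A synthesis for cytochrome c oxidase, had 769 ± 122 in Ctrl-KD OIS cells and 392 ± 3.18 in RB-KD OIS cells, a log2 fold change of -0.96 (standard error 0.15, adjusted p = 0.00185). COX7A1, a subunit of that oxidase, and NDUFB7, a subunit of complex I, fell by 0.93 and 0.72 on the log2 scale (adjusted p = 0.0128 and 0.0105), while ATP6V0E2 rose by 0.77 (adjusted p = 0.00427). ATP5ME, a subunit of ATP synthase, had 8346 ± 266 in growing cells, 13479 ± 434 in Ctrl-KD OIS cells and 9194 ± 194 in RB-KD OIS cells, with log2 fold changes of 0.69 (adjusted p = 8.77e-05) and -0.55 (adjusted p = 0.00107). The 73 nuclear-encoded genes of the respiratory chain and ATP synthase had 25 higher and 2 lower (25 and 2 adjusted over the list alone) in Ctrl-KD OIS cells (adjusted p = 0.000725 from camera and adjusted p = 0.512 with an estimated correlation). They had 20 higher and 9 lower (20 and 9 adjusted over the list alone) in RB-KD OIS cells against growing cells (adjusted p = 0.165 from camera and adjusted p = 0.803 with an estimated correlation). The 19 V-ATPase genes had 12 higher (12 adjusted over the list alone) in Ctrl-KD OIS cells (adjusted p = 0.000295 from camera and adjusted p = 0.443 with an estimated correlation). In RB-KD OIS cells they had 10 higher (10 adjusted over the list alone) against growing cells (adjusted p = 0.00025 from camera and adjusted p = 0.45 with an estimated correlation) and 2 higher and 3 lower (2 and 3 adjusted over the list alone) against Ctrl-KD OIS cells (adjusted p = 0.32 from camera and adjusted p = 0.792 with an estimated correlation). The difference between the OIS states in the whole list no longer passed with the mean of all probe sets (adjusted p = 0.0684), with fry (0.152), with the GSEA statistic (0.225) or without the second Ctrl-KD OIS array (0.145), with a range of 0.000417 to 0.792. The call against growing cells in RB-KD OIS cells ended with quantile normalization (0.355), fry (0.0657), the GSEA statistic (0.231) and without the first growing array (0.0794), with a range of 0.00133 to 0.718.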

Our data strongly suggest that RB regulates a set of metabolic genes at the transcriptional level. However, it is also possible that loss of RB resulted in the stabilization of target mRNAs via unknown mechanisms, which could be a cause of the increased mRNA level.

**Fig 6:**
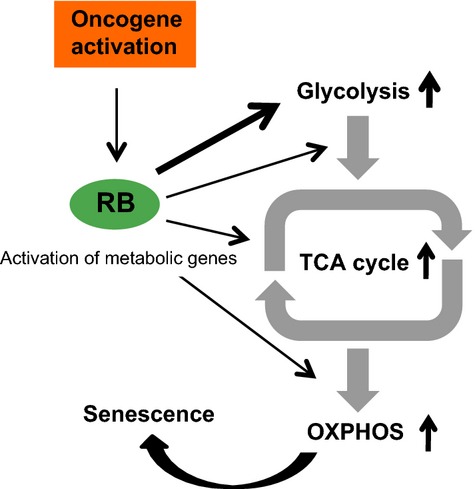
Schematic model for RB-mediated activation of both glycolysis and mitochondrial OXPHOS in OIS cells. In response to oncogenic signals, RB either directly or indirectly upregulates the mRNA levels of target genes such as glycolytic genes. Glycolytic stimulation promotes a metabolite flux into the TCA cycle, leading to OIS-driven mitochondrial OXPHOS activation. Consequently, OIS cells are metabolically activated under growth arrest, compared with normal cells and proliferative cancer cells.

What is the role of high metabolic potentials in OIS cells? Oncogene signaling is thought to induce metabolic remodeling to support the rapid proliferation and survival of transformed cells. For instance, it has been shown that activation of the K-Ras (Kirsten rat sarcoma viral oncogene homolog) induces the transcriptional upregulation of glycolytic genes (Ying *et al*., 2012). Cancer cells typically utilize glycolysis to produce ATP while relying to a lesser extent on OXPHOS, which is known as the Warburg effect (Warburg, 1956; Vander Heiden *et al*., 2009). Considering that OXPHOS produces reactive oxygen species (ROS) (Orrenius *et al*., 2007), a potential source of cellular damage, the suppression of mitochondrial OXPHOS in cancer cells could be advantageous for survival. Thus, the high glycolytic rates induced by oncogenic activation are not directly linked to OXPHOS capacity in cancer cells. Conversely, glycolytic activation in normal cells with an intact mitochondrial function could stimulate downstream OXPHOS and ROS production. Because OIS-inducing cells are likely to maintain intact mitochondrial potentials, the resulting activation of the energy production by RB may have roles in the initiation and maintenance of cellular senescence (Fig.6).

Senescence-associated heterochromatin foci (SAHF) are formed by the spatial repositioning of the genome and is correlated with repressive marks such as trimethylated histone H3 on lysine 9 (H3K9me3) and H3K27me3 (Chandra *et al*., 2012). Although the involvement of epigenetic marks in the OIS state remains poorly understood, alterations in the distribution of histone modifications were previously observed in OIS cells (Chicas *et al*., 2012; Shah *et al*., 2013). Recently, there has been increasing evidence of cross talk between the cellular metabolism and epigenome through cellular metabolites (Hino *et al*., 2013). This is supported by the fact that many epigenetic modifiers utilize metabolites as cofactors or substrates for their enzymatic reactions. Therefore, the levels of cellular metabolites are likely to influence the activity of modifying enzymes at local and whole genomic regions. Indeed, α-KG, an intermediate of the TCA cycle, is required for oxidative lysine demethylation by the Jumonji C domain-containing histone demethylases. In this study, we found that the observed increase in α-KG was RB-dependent in OIS cells (Fig. S3). Additionally, Jumonji/ARID domain-containing protein 1A (JARID1A) and JARID1B, in cooperation with RB, are required for global H3K4me3 demethylation and the silencing of cell cycle gene expression in OIS cells (Chicas *et al*., 2012). Collectively, RB may therefore coregulate the α-KG increase and H3K4me3 demethylation by JARID1A/1B proteins in the initiation and maintenance of a senescent state.

Finally, we discuss the relationship between cellular metabolism and cell cycle progression in OIS cells. It has been reported that the oscillation of 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 3 levels is mediated by targeted degradation by the ubiquitin ligase anaphase-promoting complex/cyclosome and Skp1–Cullin1–F-box complex, together with an increase in lactate production during late G1 phase (Colombo *et al*., 2011; Tudzarova *et al*., 2011), suggesting that the cell cycle condition affects metabolism. On the other hand, our present study showed that RB-KD completely reduced mitochondrial OXPHOS activity to the levels seen in growing cells (Fig.1E) and partially rescued OIS-associated cell cycle arrest (Fig. S1E). Because some metabolic genes are direct targets of RB (Fig. S5 and Table S4), we assumed that OIS-associated metabolic remodeling is not simply a consequence of cell cycle arrest. For future studies, it would be of great interest to determine whether RB-mediated upregulation of metabolic genes occurs in senescent cells *in vivo*. Enzymes involved in cancer-specific metabolism are potential therapeutic targets, and some inhibitors of these enzymes have been successful in clinical trials (Cheong *et al*., 2012). Thus, the RB-mediated metabolic remodeling pathway described here could represent a valuable marker and therapeutic target for the prevention of aging-related diseases.

## Experimental procedures

### Cell culture

IMR90 cells expressing 4-OHT-inducible ER:Ras (H-*ras*V12) were maintained in Dulbecco’s modified Eagle’s minimal essential medium F12 (045-30665, Wako, Osaka, Japan), supplemented with 10% (v/v) heat-inactivated fetal bovine serum (Young *et al*., 2009). To induce OIS, the cells were treated with 100 nm 4-OHT for 6 days as described previously (Hirosue *et al*., 2012). IMR90 cells which arrested their growth after 8–10 weeks of culture were used as RS cells. The following siRNAs were transfected using RNAiMax (Life Technologies, Carlsbad, CA, USA): *siRB1* (Santa Cruz Biotechnology, Santa Cruz, CA, USA, sc-44273A [designated as #1], B [#2], and C [#3]), *siPFKM* (Life Technologies, Silencer Select, 10370), *siALDOC* (Life Technologies, Silencer Select, s1263), and the control siCon (siRNA targeted to luciferase GL3) (Hino *et al*., 2012). For RB-KD, a mixture of three *siRB1* (A, B, and C) was used at a concentration of 10 nm unless otherwise indicated.

### Reverse transcription–PCR

Total cellular RNA was isolated from cells using the RNeasy kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. cDNA was synthesized with the ReverTra Ace® qPCR RT Master Mix (Toyobo, Osaka, Japan), and quantitative reverse transcription (RT)–PCR performed by the SYBR green method using Thunderbird reagents (Toyobo) and an ABI 7300 Sequence Detector (Applied Biosciences, Foster City, CA, USA). The primer sets used in this study are given in Table S6.

### Microarray analysis

Total cellular RNA from two independent experiments was reverse-transcribed and hybridized to the Affymetrix U133 Plus 2.0 microarray, as described previously (Hino *et al*., 2012). Gene set enrichment analysis was performed using GSEA ver. 2.0 software provided by the Broad Institute of MIT and Harvard (http://www.broadinstitute.org/gsea/) (Subramanian *et al*., 2005). K-means clustering with the Euclidean distance was performed using MeV 4.8.1 (Saeed *et al*., 2003), and GO term analysis was carried out with the DAVID functional annotation tool (Dennis *et al*., 2003). RB enrichment in association with Cluster 20 genes (±2 kb from the transcription start site) was determined using PAVIS (Huang *et al*., 2013), based on previously reported RB ChIP-seq data in OIS IMR90 cells (Chicas *et al*., 2010).

### Immunoblot analysis

Cell lysates with sample buffer (50 mm Tris–HCl, pH 6.8, 2% sodium dodecyl sulfate (SDS), 6% β-mercaptoethanol, 10% glycerol, 0.05% bromophenol blue) were separated by SDS-polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. Anti-RB rabbit polyclonal antibody (554136, Becton Dickinson, Franklin Lakes, NJ, USA) diluted 1:500 and anti-β-tubulin mouse monoclonal antibody (T4026, Sigma, St. Louis, MO, USA) were used as primary antibodies.

### Metabolome analysis

Metabolome analysis was performed at Human Metabolome Technologies (HMT, Tsuruoka, Japan, http://humanmetabolome.com). In brief, cells (growing IMR90, Ctrl-KD OIS, and RB-KD OIS) were washed with 5% mannitol solution, and cellular metabolites were extracted using methanol containing HMT Internal Standard Solution 1 at room temperature. Metabolome analysis was performed by CE-TOFMS/QqQMS. Metabolite peaks were quantified and normalized according to the cell number.

### Measurement of dihydroxyacetone phosphate

Dihydroxyacetone phosphate content was determined using PicoProbe^TM^ Dihydroxyacetone Phosphate Fluorometric Assay Kit (BioVision, Milpitas, CA, USA), according to the manufacturer’s instructions.

### Assessment of glucose incorporation rate

The fluorescent glucose analog 2-NBDG (Peptide Institute Inc., Osaka, Japan) was used to monitor the glucose incorporation rate. Cells cultured in medium containing 100 μm 2-NBDG for 2 h were collected using the Accumax reagent (Innovative Cell Technologies, San Diego, CA, USA), and fluorescence was measured by fluorescence-activated cell sorting with a Canto flow cytometer (Becton Dickinson).

### Real-time measurement of glycolytic and OXPHOS activities

Real-time monitoring of cellular metabolic activities was performed using an XF24 extracellular flux analyzer (Seahorse Bioscience, North Billerica, MA, USA), according to the manufacturer’s instructions. Control and siRNA-treated cells were cultured on the assay culture plate for 24 h before the assay. Before loading the assay culture plate on to the XF24 extracellular flux analyzer, cells were cultured in unbuffered DMEM (DMEM with 25 mm glucose, 1 mm sodium pyruvate, 2 mm L-glutamate, pH 7.4) and incubated in a non-CO_2_ incubator for 1 h at 37 °C. Maximum OXPHOS capacity was determined as previously reported with some modifications (Hino *et al*., 2012). In brief, during the real-time measurement, inhibitors of respiratory chain components were serially added to the culture: the complex V inhibitor oligomycin (1 μm), the respiratory uncoupler FCCP (1.5 μm), and the complex I/III inhibitors rotenone (1 μm) and antimycin A (1 μm). After each addition, the OCR was measured four times. The addition of FCCP accelerates oxygen consumption to a maximum level, whereas complex I inhibitors completely abolish mitochondrial respiration. Thus, the difference in OCR between FCCP- and rotenone/antimycin-treated states indicates the maximum OXPHOS capacity. To test for glycolytic activities, cells were starved in glucose-free medium for 3 h, after which glucose was reintroduced (25 mm). Cells were then treated with 100 mm 2-DG, a glycolytic inhibitor. Real-time OCR and ECAR data in all the figures are representative of at least two independent biological replicates. Values are means ± SE of at least three technical replicates at each time point. For technical replicates, Ras induction and siRNA treatment were performed using at least three independent cultures for each experiment. Briefly, control OIS and knockdown cells from the same original culture were pooled and plated on three-to-six-well SeaHorse microplate for the measurement. To examine the contribution of fatty acid oxidation to OCR in OIS cells, cells were treated with 100 μm etomoxir, a CPT1 inhibitor. To prepare a fatty acid complex that can be incorporated into cells, palmitate was conjugated with BSA in a 6 to 1 molar ratio as described previously (Zhang *et al*., 2012). Palmitate-BSA conjugate (100 μm) was added to the cells just prior to the OCR measurement (*t* = 0).

How the deposited data were processed for this re-analysis (not part of the article)

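Gene expression was measured in 6 samples of IMR90 cells expressing inducible ER:Ras: growing cells, Ctrl-KD OIS cells and RB-KD OIS cells, with 2 biological replicates in each state. Samples were grouped by their labels, and the group names are those of the paper. The authors hybridized RNA to Affymetrix U133 Plus 2.0 arrays and computed MAS5 signals in Affymetrix Expression Console, whose versions the sample notes do not name. The deposited intensities are these MAS5 signals as the authors computed them. The value table holds 54613 probe sets with signals from 0.1 to 64701. The values are linear, and the trimmed mean of each array (494.8 to 495.7) shows that they were scaled to a common level. They carry no detection calls. Array number limits the precision.

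Signals were taken to log2 with no offset and no further normalization. Of the probe sets, 41091 name 1 gene and 1801 name several, and 11721 have no name in the platform table used here. A gene was its brightest probe set among those naming it alone, which gave 19775 genes, and 64.4% of the tested genes have more than 1 probe set. The 13398 genes above the array's median on at least 2 of 6 arrays were tested. The fit was made in R 4.3.3 with limma 3.58.1, as a mean per state over all 6 arrays with a prior variance that follows the signal, and p values were adjusted by Benjamini and Hochberg with a threshold of 0.05. The 3 comparisons were Ctrl-KD OIS against growing, RB-KD OIS against growing and RB-KD OIS against Ctrl-KD OIS cells. A gene under the array median on all arrays of a state is given as at least a fold, computed against that median.

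The gene lists (28, with 1242 symbols, of which 109 had no probe set here), the tests, the filter, the alternatives and the rule for named genes were fixed before the data were examined. Lists were written from background knowledge and tested with limma's camera at a preset correlation of 0.01, adjusted over 28 lists in each comparison. The alternatives were an estimated correlation, fry, and a GSEA signal-to-noise statistic computed with fgsea 1.28.0 (10000 gene permutations, an SD floor of 0.2 of the mean, weight 1). The estimated correlation called 0 of 28 lists in each comparison, so its adjusted p values cannot count against a list. The GSEA statistic used the genes without the filter, so its lists were larger (60 genes for KEGG glycolysis and 226 for KEGG cytokines). The other alternatives were quantile normalization, median centring, an offset of 12.5 (percentile 25 of all signals), no filter, a filter at percentile 70, the mean of all probe sets of a gene, no trend in the prior variance, only the 2 compared states in the fit, a replicate block, and leaving out each array in turn. The closing section gives their effect.

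The named genes are those the paper names, the 10 largest rises and falls of each comparison among called genes whose arrays do not overlap, up to 4 called members of each described list with the largest change, and the 5 largest rises and falls of Table S3, and not every gene that meets the rule is printed. The paper's tables were known when the rule was set. Of the 307 probe sets in Table S3, 19 have no name in the platform table used here. They stay in the counts and are not named in the text, which narrows the rule and was decided after values were seen. EGLN2 is named through Table S3, since its probe set names several genes. Table S3 genes were read from the probe sets the table gives, among 30145 probe sets tested. The text of the paper does not name how the clustered genes were chosen, so K-means was run on the tested genes with 20 clusters and 50 starts. Genes with and without an RB peak in Table S4 were compared by a two-sided permutation test with 100000 resamples, written 1e+05. No genome build is named for the table, so distances to the start site are given and no coordinates.

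The calls were tested on simulated data with 200 of 13398 genes changed. Of changes of 1.5-, 2- and 4-fold, 40.3%, 79.1% and 83.3% were recovered between the OIS states with 6 false calls, 58.2%, 53.7% and 81.8% in Ctrl-KD OIS against growing cells with 8, and 50.7%, 71.6% and 72.7% in RB-KD OIS against growing cells with 11. The share of changed genes was thus far below the 24.2% to 41.7% called in the data. In 20 simulated data sets with no change, 1 of 560 list tests was called, and the glycolysis list lowered by 0.25 on the log2 scale in RB-KD OIS cells was called in all 20. In the data the estimated correlation was -0.0052 for glycolysis but 0.20 for oxidative phosphorylation, 0.41 for mitochondrial ribosomal proteins and 0.73 for mitotic genes. The simulated rate is not taken as the rate of false calls for such correlated lists. With 2 arrays per state no outlier test and no regrouping of samples was made. Measurements by flux analyzer, mass spectrometry, RT-PCR and ChIP-seq, and other cell lines, were not analysed here.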

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

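The tests of scaling, single arrays, siRNA sequence, probe set choice and low signal in this part were chosen after the results were seen. The results below are gene lists for which the direct test of RB-KD OIS against Ctrl-KD OIS cells passed, that is, lists whose change from growing cells differed between the 2 OIS states.

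Of 49 DNA replication and E2F target genes, 41 were higher (41 higher and 1 lower adjusted over the list alone) in RB-KD than in Ctrl-KD OIS cells, with a median log2 fold change of 1.74 (adjusted p = 9.82e-28 from camera and adjusted p = 0.599 with an estimated correlation; 9.16e-37 to 0.599 over the alternatives). Against growing cells the list had 3 higher and 42 lower (3 and 43 adjusted over the list alone) in Ctrl-KD OIS cells (median -1.73, adjusted p = 3.58e-14 from camera and adjusted p = 0.375 with an estimated correlation) and 18 higher and 5 lower (19 and 7 adjusted over the list alone) in RB-KD OIS cells (median 0.33, adjusted p = 0.0163 from camera and adjusted p = 0.742 with an estimated correlation). CDC6, which loads the replicative helicase, had signals of 671 ± 77.1, 135 ± 26.7 and 1294 ± 109 in growing, Ctrl-KD OIS and RB-KD OIS cells (means ± SD, n = 2), and MCM6, a helicase subunit, had 3403 ± 143, 574 ± 42.4 and 5027 ± 289. The 40 mitotic genes had 38 lower (38 adjusted over the list alone) in Ctrl-KD OIS cells (median -3.05, adjusted p = 3.48e-20 from camera and adjusted p = 0.375 with an estimated correlation) and 38 lower (39 adjusted over the list alone) in RB-KD OIS cells (median -2.53, adjusted p = 1.19e-20 from camera and adjusted p = 0.449 with an estimated correlation). Between the OIS states they had 3 higher (1 adjusted over the list alone), with a median of 0.34 (adjusted p = 0.0142 from camera and adjusted p = 0.792 with an estimated correlation; 2.1e-07 to 0.939 over the alternatives, with 0.939 without the first Ctrl-KD OIS array, 0.51 without the second RB-KD OIS array, 0.451 with fry and 0.0519 with the GSEA statistic). The mitotic kinesin KIF20A had 2225 ± 411, 160.2 ± 61.1 and 164 ± 10.4, and the mitotic kinase CDK1 5343 ± 234, 526 ± 351 and 1260.3 ± 276.

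In RB-KD OIS cells the median of the replication list thus lay 2.86 above that of the mitotic list on the log2 scale. A shift of all genes on an array moves both medians alike. Scaling that depends on the signal is argued against, since quantile normalization left a gap of 2.85, and so is the choice of the brightest probe set, since the mean of all probe sets left a gap of 2.81. Low signal of the mitotic genes is argued against as well, since the 38 of 40 that lay above the array median on both RB-KD OIS arrays had a median of -2.54 against growing cells, with -0.95 the change nearest to 0. What set the 2 lists apart was not tested further, and with only 1 mixture of RB1 siRNAs an effect of its sequences was not tested for this pattern either.

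Of 37 interferon response genes, 21 were higher (23 adjusted over the list alone) in RB-KD than in Ctrl-KD OIS cells, with a median of 0.93 (adjusted p = 1e-09 from camera and adjusted p = 0.707 with an estimated correlation; 2.2e-12 to 0.707 over the alternatives, with 0.0562 with fry). The list had 10 higher and 12 lower (10 and 12 adjusted over the list alone) in Ctrl-KD OIS cells (median -0.20, adjusted p = 0.886 from camera and adjusted p = 0.968 with an estimated correlation) and 23 higher and 1 lower (23 and 2 adjusted over the list alone) in RB-KD OIS cells (median 1.14, adjusted p = 2.19e-05 from camera and adjusted p = 0.514 with an estimated correlation) against growing cells. HERC5, an interferon-induced ubiquitin ligase, had 63.5 ± 6.08, 81.2 ± 0.424 and 861 ± 229 in the 3 states, and IFIT1, which binds foreign RNA, 488 ± 26.5, 216 ± 145 and 1674 ± 109.8. Both RB-KD OIS arrays lay above both Ctrl-KD OIS arrays for 27 of the 37 genes and under them for 0, while 59.6% of all tested genes had the arrays of the 2 states apart in either direction (33.3% by chance).

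Scaling that depends on the signal is argued against as the cause of this rise, since the adjusted p under quantile normalization was 9.7e-10, and a shift of all genes alike cannot set the list apart from the other genes. A single deviating array is argued against, since the highest adjusted p with 1 array left out was 5.62e-06. An effect of the sequences of the RB1 siRNAs cannot be told apart from an effect of RB loss, because 1 mixture was hybridized. Both could account for the rise, and RB loss as the biological explanation stays untested.

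Of 30 fibroblast matrix and contractile genes, 9 were higher (10 adjusted over the list alone) in RB-KD than in Ctrl-KD OIS cells, with LUM (lumican) and COL3A1 (a fibrillar collagen) changed by 1.65 and 1.31 (adjusted p = 0.00053 from camera and adjusted p = 0.792 with an estimated correlation; 2.65e-07 to 0.792 over the alternatives, with 0.133 with fry and 0.122 with the GSEA statistic).

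The 40 senescence-associated secretory genes had 13 higher and 4 lower (14 and 5 adjusted over the list alone), with the proteases MMP10 and MMP12 changed by -2.38 and 1.44 (adjusted p = 0.00963 from camera and adjusted p = 0.599 with an estimated correlation; 0.000715 to 0.599 over the alternatives, with 0.166 with the GSEA statistic).

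Of 41 lysosomal genes, 6 were higher and 16 lower (6 and 19 adjusted over the list alone), with the proteases CTSK and CTSL changed by 1.58 and -0.83 (adjusted p = 0.0142 from camera and adjusted p = 0.599 with an estimated correlation; 0.00404 to 0.599 over the alternatives, with 0.0675 without the second RB-KD OIS array and 0.215 with the GSEA statistic).

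Of 74 mitochondrial ribosomal protein genes, 3 were higher and 14 lower (1 and 12 adjusted over the list alone), with MRPL28 and MRPL30 changed by -0.71 and -0.53 (adjusted p = 0.0142 from camera and adjusted p = 0.792 with an estimated correlation; 0.000417 to 0.792 over the alternatives, with 0.187 without the second Ctrl-KD OIS array, 0.269 without the first RB-KD OIS array, 0.31 with fry and 0.176 with the GSEA statistic).

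The KEGG oxidative phosphorylation list was lower in RB-KD than in Ctrl-KD OIS cells (adjusted p = 0.0142 from camera and adjusted p = 0.792 with an estimated correlation; 0.000417 to 0.792 over the alternatives, with 0.0684 with the mean of all probe sets, 0.145 without the second Ctrl-KD OIS array, 0.152 with fry and 0.225 with the GSEA statistic).

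The respiratory chain and ATP synthase list had 3 higher and 19 lower (3 and 20 adjusted over the list alone) (adjusted p = 0.0142 from camera and adjusted p = 0.792 with an estimated correlation; 0.000518 to 0.792 over the alternatives, with 0.128 with the mean of all probe sets, 0.142 without the second Ctrl-KD OIS array, 0.0506 without the second RB-KD OIS array, 0.133 with fry and 0.176 with the GSEA statistic).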

How the results depend on the processing

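All alternatives in this part were set in advance, and none was added later. Outside the settings that leave out 1 array, 82 of 108 results for the KEGG lists lay on the same side of the threshold, 24 lost their call and 2 gained one (46, 7 and 1 of 54 with 1 array left out). Results never called count as the same too. Of 3395 results for named genes in the former settings, 3168 lay on the same side of the threshold (a change of sign between 2 values that both missed it is counted here), 207 lost their call, 11 gained one and 9 reversed, and of 888 for other gene lists 809 were the same, 66 lost their call, 12 gained one and 1 reversed. With 1 array left out, 2022 of 2258 results for named genes and 421 of 444 for other lists were the same in this sense. In these fits the lone array of a state is assumed to vary like the other states. The cause was not tested for any change below, except that leaving out an array leaves fewer samples and that averaging probe sets mixes dim probe sets with bright ones. Treating the replicate number as a block left every count, KEGG list and RB1 comparison on the same side. Deviations of the first replicates correlated between states by only -0.0038, 0.010 and 0.035 across genes. This gave no sign of a broad effect shared by replicates of the same number, but it cannot show whether the samples were paired. The paper states 2 independent experiments. The block raised the called genes between the OIS states from 1682 to 1831 higher and from 1556 to 1711 lower. K-means over all tested genes equals the reported clustering and was not run separately. Signal limits what can be called: genes under the array median have no detection calls, so folds against them are lower bounds.

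With quantile normalization the adjusted p was 0.0806 for the cytokine list in Ctrl-KD OIS cells, 0.145 for glycolysis and 0.355 for oxidative phosphorylation in RB-KD OIS cells against growing cells, and 0.788 for cytosolic ribosomal proteins in RB-KD OIS cells, whose direction reversed. Median centring moved the median of all genes in RB-KD OIS against growing cells from -0.02 to 0.10 and the share of higher genes among those called from 49.3% to 61.0%, and gave 0.0839 for the cytokine list in Ctrl-KD OIS cells. Without a filter the cytokine list in Ctrl-KD OIS cells had 0.131 and glycolysis in RB-KD OIS cells 0.099, and K-means put 4200 genes in the cluster. The stricter filter gave 0.0544 for glycolysis in RB-KD OIS cells and 0.0261 for the cytokine list between the OIS states.

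The mean of all probe sets gave 1730 higher and 1854 lower genes in Ctrl-KD OIS cells, 1453 and 1586 in RB-KD OIS cells against growing cells, and 874 and 775 between the OIS states. RB1 then changed by -2.16 (adjusted p = 0.0763) against growing and -1.48 (adjusted p = 0.251) against Ctrl-KD OIS cells, glycolysis in RB-KD OIS cells had 0.115, oxidative phosphorylation between the OIS states had 0.0684, and 158 Table S3 genes were higher and 55 lower. Log2 changes reversed for H6PD (-0.0605 in Ctrl-KD OIS cells, 0.15 between the OIS states), KDM5A (-0.47 in Ctrl-KD OIS cells), RPL35A, FUCA1 and IDI1 (-0.12, -0.28 and -0.24 in RB-KD OIS against growing cells), and SLC2A13, NDUFA2 and EBP (-0.44, 0.0528 and -0.0312 between the OIS states).

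Without a trend in the prior variance the cytokine list in Ctrl-KD OIS cells had 0.0693, glycolysis in RB-KD OIS cells 0.0719, the OIS states differed in 940 and 641 genes, and 174 and 9 Table S3 genes were called. With only the 2 compared states in the fit the cytokine list in Ctrl-KD OIS cells had 0.0604. With an estimated correlation 0 of 28 lists were called in each comparison (16, 17 and 9 with the preset one, and 19, 16 and 5 with fry), and the adjusted p was 0.255 for glycolysis, 0.255 for cytokines and 0.512 for oxidative phosphorylation in Ctrl-KD OIS cells, 0.341, 0.341 and 0.718 in RB-KD OIS cells, and 0.792 for oxidative phosphorylation between the OIS states. The estimated correlation missed even the replication and E2F list between the OIS states (adjusted p = 0.599), with 41 of its 49 genes higher. For glycolysis in Ctrl-KD OIS cells the unadjusted camera p rose from 0.00495 to 0.0441. The estimated correlation there (-0.0052) lay below the preset 0.01, so correlation between genes cannot account for that loss. This setting thus cannot decide whether a list changed. With fry oxidative phosphorylation had 0.0657 in RB-KD OIS cells and 0.152 between the OIS states, where the cytokine list had 0.031. The GSEA statistic gave 0.231 for glycolysis and 0.231 for oxidative phosphorylation in RB-KD OIS cells, 0.225 for the latter between the OIS states, and 2 lists called there.

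With 1 array left out the ranges were 1649 to 2701 lower genes in RB-KD OIS against growing cells, 1069 to 1500 higher and 861 to 1278 lower genes between the OIS states, -0.43 (called, 0.0313) to 0.00049 for RB1 in Ctrl-KD OIS cells, 0.0191 to 0.103 for glycolysis and 0.00685 to 0.0794 for oxidative phosphorylation in RB-KD OIS cells, 0.00798 to 0.0902 for the cytokine list in Ctrl-KD OIS cells and 0.0451 to 0.269 between the OIS states, 0.000417 to 0.145 for oxidative phosphorylation between the OIS states, 32 to 78 lower Table S3 genes, and -0.0685 to -0.0112 and 0.0710 to 0.11 for the differences by RB peak. SLC2A3, OVOL1 and DUSP4 reversed between the OIS states (-0.18 to 0.42, -3.14 to 1.71 and -0.11 to 1.06). SLC2A3 had -0.18 without the first and also without the second growing array. Growing arrays do not enter this comparison, so for a given probe set its value cannot change with them. The value of SLC2A3 can thus differ only if another probe set was read as the brightest on the arrays that remained. Fits without 1 array can therefore change the probe set of a gene. Which SLC2A3 probe set was read was not checked.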

Differences from the paper's values

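No test in this part was chosen after the results were seen, apart from the list of the paper's statements that differ. The paper's gene set p values come from GSEA, whereas those here come from camera, which is a different test on lists written from background knowledge. For glycolysis and gluconeogenesis in Ctrl-KD OIS cells the paper's nominal p in Table S2 is 0.002, and the unadjusted p here was 0.00495. The 3 other list tests set before the data were examined differ as well, and no further alternative was compared with this value: 0.0441 with an estimated correlation, 0.000298 with fry and 0.0065 with the GSEA statistic. For oxidative phosphorylation in Ctrl-KD OIS cells the paper's value is 0, and the value here was 9.75e-06, with 0.262, 0.0081 and 0.00158 under the same alternatives. For the cytokine set in Ctrl-KD OIS cells the paper's value is 0, and the value here was 0.0244, with 0.0611, 8.2e-05 and 0.000303. In RB-KD OIS cells the paper's value for that set is 0, and the value here was 0.00148, with 0.0257, 6.07e-05 and 0.00024. GSEA prints 0 when no permutation reached the observed score, so these 0s set no exact value.

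The paper's mean log2 change of Cluster 20 is about 0.65 in Ctrl-KD OIS cells in Fig. 4C, read by eye, and the cluster with most Table S3 genes had 0.45 here. The 5 alternative clusterings differ too, with 0.60 for 15 clusters, 0.51 for 25 clusters, 0.27 for all genes without the filter, 0.52 for one start with another seed and 0.47 with quantile normalization. In RB-KD OIS cells the paper's mean is about 0.3 in Fig. 4C, read by eye, and the value here was 0.25. With 15 clusters the value was 0.30, which does not differ, while 25 clusters (0.17), all genes without the filter (0.21), one start with another seed (0.16) and quantile normalization (0.28) differ by more than the SD between replicates (0.019 for the value of 0.25). That SD is finer than a reading by eye, so the smaller of these differences are not firm.

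The paper states that the glycolysis set was raised in Ctrl-KD OIS cells and not in RB-KD OIS cells. Here it passed in both (adjusted p = 0.00989 and 0.04 from camera), and the difference between the OIS states did not pass (adjusted p = 0.412). With an estimated correlation it passed in neither (0.255 and 0.341). That setting called 0 of 28 lists in each comparison, so it cannot decide this question. Settings that called it in Ctrl-KD OIS cells alone were quantile normalization (0.0441 and 0.145), no filter (0.0208 and 0.099), the stricter filter (0.0113 and 0.0544), the mean of all probe sets (0.00344 and 0.115), no trend in the prior variance (0.0256 and 0.0719), leaving out the first growing array (0.026 and 0.103) or the first RB-KD OIS array (0.0082 and 0.0624), and the GSEA statistic (0.014 and 0.231).

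Table S2 lists the oxidative phosphorylation set among those raised in Ctrl-KD OIS cells and not among those raised in RB-KD OIS cells. Here the set was lower in RB-KD than in Ctrl-KD OIS cells (adjusted p = 0.0142), a difference that did not pass with an estimated correlation (0.792), fry (0.152), the GSEA statistic (0.225), the mean of all probe sets (0.0684) or without the second Ctrl-KD OIS array (0.145). The set also passed in RB-KD OIS cells against growing cells (adjusted p = 0.0137). That call ended under quantile normalization (0.355), without the first growing array (0.0794), with fry (0.0657), with the GSEA statistic (0.231) or with an estimated correlation (0.718). Table S2 lists the lysosome set for Ctrl-KD OIS cells, and here a list of 41 lysosomal genes passed in Ctrl-KD OIS cells (21 higher and 6 lower (21 and 6 adjusted over the list alone), adjusted p = 0.00149 from camera and adjusted p = 0.255 with an estimated correlation) and in RB-KD OIS cells (16 higher and 6 lower (16 and 6 adjusted over the list alone), adjusted p = 0.0439 from camera and adjusted p = 0.449 with an estimated correlation). It did not pass in RB-KD OIS cells under quantile normalization (0.126), the stricter filter (0.0544), the mean of all probe sets (0.0787), no trend (0.0861), the 2 compared states alone (0.0561) or the GSEA statistic (0.0524), nor without the first growing array (0.062), the first (0.0589) or second (0.0581) Ctrl-KD OIS array or the first RB-KD OIS array (0.1). Table S2 lists the ribosome set for RB-KD OIS cells, and here 52 cytosolic ribosomal protein genes had 3 higher (0 adjusted over the list alone) in Ctrl-KD OIS cells (adjusted p = 0.0686 from camera and adjusted p = 0.805 with an estimated correlation) and 3 higher (0 adjusted over the list alone) in RB-KD OIS cells (adjusted p = 0.00687 from camera and adjusted p = 0.778 with an estimated correlation), the direction in RB-KD OIS cells reversing under quantile normalization (0.788). The call in RB-KD OIS cells also ended with fry (0.277), without the first growing array (0.0794) and without the first RB-KD OIS array (0.149). In Ctrl-KD OIS cells the list passed under median centring (0.00201), with the GSEA statistic (0.0176) and without the first Ctrl-KD OIS array (1.78e-05), so these values do not separate the 2 states, whose difference had 0.419 (0.00063 without the second Ctrl-KD OIS array). The lists of lysosomal and ribosomal genes here are not the KEGG sets. The lists named after KEGG were also written from background knowledge. Their members may differ from those of the paper's glycolysis, cytokine and oxidative phosphorylation sets.

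The paper describes Cluster 20 genes as down in RB-KD OIS cells, and calls the activation by RB relatively weak. Here 93 of the 307 metabolic genes of Cluster 20 passed as lower than in Ctrl-KD OIS cells, and 279 had a negative log2 fold change. The median of the 307 genes stayed 0.34 above growing cells. The paper's mean of the whole cluster in Fig. 4C, read by eye, is also about 0.3 above growing cells. The partial fall is thus no difference from the paper. In the RT-PCR of Fig. 4D, HK1 and FLAD1 carry a star for the fall after RB depletion. On the arrays here HK1 did not pass (adjusted p = 0.0999 among the Table S3 probe sets, 0.0818 among genes), though it passed with the replicate block (0.0137) and without the second RB-KD OIS array (0.0482), and FLAD1 passed under no setting (adjusted p = 0.802). PFKM and EGLN2 carry no star for that fall, and here both passed (adjusted p = 0.0132 and 0.0292 among the Table S3 probe sets). PFKM, with 0.00909 among genes, did not pass there without a trend in the prior variance (0.0697). Its fall shrank from -0.46 to -0.39 without the first RB-KD OIS array. The alternatives did not cover EGLN2, whose Table S3 probe set names several genes. A probe set naming EGLN2 alone lay under the array median on every array. ALDOC, SCO2 and H6PD passed here and carry a star in the figure. The fall of H6PD turned to 0.15 with the mean of all probe sets, some of which lay under the array median on every array. A second H6PD probe set, above the median on all 6 arrays, gave -0.08. The fall of H6PD in its brightest probe set shrank from -0.57 to -0.52 without the first RB-KD OIS array, and that of ALDOC from -0.77 to -0.69 without the second.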

Other observations

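The tests of shared arrays and of matched random lists in this part were chosen after the results were seen. Numbers in parentheses after a count of higher and lower genes are limma's counts adjusted over the list alone.

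Most measured targets of hypoxia-inducible factors were called higher in each OIS state. The 33 HIF target genes had 25 higher and 3 lower (25 and 3) in Ctrl-KD OIS cells (adjusted p = 1.38e-07 from camera and adjusted p = 0.388 with an estimated correlation), 24 higher and 2 lower (24 and 2) in RB-KD OIS cells (adjusted p = 5.3e-07 from camera and adjusted p = 0.449 with an estimated correlation) and 2 higher and 8 lower (2 and 8) between the OIS states (adjusted p = 0.314 from camera and adjusted p = 0.792 with an estimated correlation). ANGPTL4, a secreted regulator of lipid metabolism, had signals of 70.8 ± 25.5, 1747 ± 287 and 795 ± 269 in growing, Ctrl-KD OIS and RB-KD OIS cells (means ± SD, n = 2), and VEGFA 1916 ± 86.4, 8725 ± 1529 and 10219.9 ± 136. The 22 RAS-ERK output genes had 15 higher and 2 lower (15 and 2) in Ctrl-KD OIS cells (adjusted p = 3.94e-06 from camera and adjusted p = 0.255 with an estimated correlation), 14 higher and 1 lower (14 and 3) in RB-KD OIS cells (adjusted p = 2.19e-05 from camera and adjusted p = 0.341 with an estimated correlation) and 1 higher and 4 lower (0 and 4) between the OIS states (adjusted p = 0.537 from camera and adjusted p = 0.792 with an estimated correlation). EREG, an EGF receptor ligand, changed by 5.21 and 4.36 against growing cells. The 21 p53 target genes had 10 higher and 3 lower (10 and 4) in Ctrl-KD OIS cells (adjusted p = 0.0427 from camera and adjusted p = 0.487 with an estimated correlation), 11 higher and 2 lower (12 and 2) in RB-KD OIS cells (adjusted p = 0.00525 from camera and adjusted p = 0.449 with an estimated correlation) and 4 higher and 3 lower (4 and 3) between the OIS states (adjusted p = 0.537 from camera and adjusted p = 0.792 with an estimated correlation). GDF15, a stress-induced cytokine, had 2424 ± 8.84, 14652 ± 35.0 and 33739 ± 2376 in the 3 states. The 40 senescence-associated secretory genes had 32 higher and 6 lower (32 and 7) in Ctrl-KD OIS cells (adjusted p = 2.17e-15 from camera and adjusted p = 0.146 with an estimated correlation) and 32 higher and 5 lower (33 and 5) in RB-KD OIS cells (adjusted p = 2.2e-20 from camera and adjusted p = 0.0963 with an estimated correlation). The 30 fibroblast matrix and contractile genes had 2 higher and 20 lower (2 and 22) in Ctrl-KD OIS cells (adjusted p = 7.72e-08 from camera and adjusted p = 0.375 with an estimated correlation) and 4 higher and 18 lower (4 and 18) in RB-KD OIS cells (adjusted p = 3.65e-05 from camera and adjusted p = 0.45 with an estimated correlation).

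Most genes of glutamine uptake and use were called lower in each OIS state. The 14 genes of glutamine uptake and use had 2 higher and 10 lower (2 and 10) in Ctrl-KD OIS cells (adjusted p = 0.000725 from camera and adjusted p = 0.255 with an estimated correlation), 2 higher and 9 lower (2 and 9) in RB-KD OIS cells (adjusted p = 0.004 from camera and adjusted p = 0.341 with an estimated correlation) and 4 higher and 1 lower (4 and 1) between the OIS states (adjusted p = 0.095 from camera and adjusted p = 0.707 with an estimated correlation). The cystine and glutamate exchanger SLC7A11 had 9452 ± 691, 689 ± 210.1 and 1950.1 ± 312 in the 3 states, and asparagine synthetase ASNS 7216 ± 264, 714 ± 91.7 and 1794 ± 750.2. SLC1A5, a glutamine transporter that the paper cites as repressed by RB in mouse fibroblasts, changed by -0.92 (adjusted p = 0.00226) in Ctrl-KD OIS cells and by 0.32 (adjusted p = 0.226) from Ctrl-KD to RB-KD OIS cells. The 74 mitochondrial ribosomal protein genes had 37 higher and 5 lower (40 and 6) in Ctrl-KD OIS cells (adjusted p = 5.51e-05 from camera and adjusted p = 0.595 with an estimated correlation) and 23 higher and 6 lower (23 and 6) in RB-KD OIS cells (adjusted p = 0.0113 from camera and adjusted p = 0.778 with an estimated correlation), and MRPL17 changed by 1.18 and 0.93. Enzymes of the TCA cycle changed in both directions. The 21 TCA cycle genes had 4 higher and 5 lower (4 and 5) in Ctrl-KD OIS cells (adjusted p = 0.876 from camera and adjusted p = 0.968 with an estimated correlation), 3 higher and 4 lower (3 and 4) in RB-KD OIS cells (adjusted p = 0.666 from camera and adjusted p = 0.859 with an estimated correlation) and 4 higher and 5 lower (5 and 8) between the OIS states (adjusted p = 0.537 from camera and adjusted p = 0.792 with an estimated correlation). IDH2, the mitochondrial NADP isocitrate dehydrogenase, had 1486 ± 35.6, 856 ± 73.7 and 3080.3 ± 187. The 8 glucose transporters had 4 higher and 2 lower (4 and 2) in Ctrl-KD OIS cells (adjusted p = 0.506 from camera and adjusted p = 0.657 with an estimated correlation), 3 higher and 2 lower (3 and 3) in RB-KD OIS cells (adjusted p = 0.71 from camera and adjusted p = 0.818 with an estimated correlation) and 2 higher and 2 lower (2 and 2) between the OIS states (adjusted p = 0.537 from camera and adjusted p = 0.792 with an estimated correlation). SLC2A1 fell by 1.45 and 1.47 in Ctrl-KD and RB-KD OIS cells, while SLC2A6 rose by 1.79 and 1.27.

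Other lists did not pass in any comparison with camera, though limma's fry called the pyruvate dehydrogenase axis in Ctrl-KD and RB-KD OIS cells (adjusted p = 0.0312 and 0.00986) and the CDK inhibitors and RB pathway in Ctrl-KD OIS cells (adjusted p = 0.0303). The 13 pentose phosphate genes had 3 higher and 6 lower (3 and 6) in Ctrl-KD OIS cells (adjusted p = 0.477 from camera and adjusted p = 0.753 with an estimated correlation), 3 higher and 4 lower (4 and 4) in RB-KD OIS cells (adjusted p = 0.887 from camera and adjusted p = 0.922 with an estimated correlation) and 3 higher and 1 lower (4 and 1) between the OIS states (adjusted p = 0.541 from camera and adjusted p = 0.792 with an estimated correlation). The 12 genes of the pyruvate dehydrogenase axis had 4 higher and 1 lower (6 and 2) in Ctrl-KD OIS cells (adjusted p = 0.336 from camera and adjusted p = 0.512 with an estimated correlation), 5 higher and 1 lower (5 and 1) in RB-KD OIS cells (adjusted p = 0.182 from camera and adjusted p = 0.45 with an estimated correlation) and 2 higher and 2 lower (2 and 2) between the OIS states (adjusted p = 0.723 from camera and adjusted p = 0.792 with an estimated correlation). The 24 fatty acid oxidation genes had 8 higher and 4 lower (8 and 4) in Ctrl-KD OIS cells (adjusted p = 0.53 from camera and adjusted p = 0.657 with an estimated correlation), 3 higher and 5 lower (3 and 5) in RB-KD OIS cells (adjusted p = 0.815 from camera and adjusted p = 0.856 with an estimated correlation) and 3 higher and 7 lower (3 and 8) between the OIS states (adjusted p = 0.208 from camera and adjusted p = 0.707 with an estimated correlation). The 19 cholesterol synthesis genes had 4 higher and 3 lower (4 and 3) in Ctrl-KD OIS cells (adjusted p = 0.876 from camera and adjusted p = 0.968 with an estimated correlation), 5 higher and 2 lower (5 and 2) in RB-KD OIS cells (adjusted p = 0.165 from camera and adjusted p = 0.629 with an estimated correlation) and 5 higher and 1 lower (5 and 1) between the OIS states (adjusted p = 0.208 from camera and adjusted p = 0.792 with an estimated correlation). The 19 genes of CDK inhibitors and the RB pathway had 4 higher and 6 lower (4 and 7) in Ctrl-KD OIS cells (adjusted p = 0.336 from camera and adjusted p = 0.512 with an estimated correlation), 6 higher and 6 lower (6 and 7) in RB-KD OIS cells (adjusted p = 0.904 from camera and adjusted p = 0.922 with an estimated correlation) and 5 higher and 2 lower (5 and 4) between the OIS states (adjusted p = 0.723 from camera and adjusted p = 0.792 with an estimated correlation). Between the OIS states the pentose phosphate enzyme PRPS2 changed by 1.42, the pyruvate carrier subunit MPC2 by 0.70, the fatty acid dehydrogenase HADH by 2.29 and the RB relative RBL1 by 2.59. CDKN2A and CDKN2B, inhibitors of CDK4 and CDK6, rose by 1.00 and 1.95 in Ctrl-KD OIS cells and by 1.05 and 1.42 in RB-KD OIS cells.

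Lists of markers of other cell types did not pass with camera, though limma's fry called the endothelial list in RB-KD OIS against growing cells and between the OIS states (adjusted p = 0.0073 and 0.031) and the leukocyte list in Ctrl-KD and RB-KD OIS cells (adjusted p = 0.0144 and 0.00986). The 10 epithelial markers had 2 lower (0) in Ctrl-KD OIS cells (adjusted p = 0.543 from camera and adjusted p = 0.753 with an estimated correlation), 2 lower (0) in RB-KD OIS cells (adjusted p = 0.682 from camera and adjusted p = 0.818 with an estimated correlation) and 1 lower (0) between the OIS states (adjusted p = 0.843 from camera and adjusted p = 0.872 with an estimated correlation). The 5 endothelial markers had 1 higher and 1 lower (1 and 1) in Ctrl-KD OIS cells (adjusted p = 0.781 from camera and adjusted p = 0.805 with an estimated correlation), 1 higher (1) in RB-KD OIS cells (adjusted p = 0.292 from camera and adjusted p = 0.558 with an estimated correlation) and 1 higher (1) between the OIS states (adjusted p = 0.412 from camera and adjusted p = 0.792 with an estimated correlation). The 10 leukocyte markers had 1 higher (1) in Ctrl-KD OIS cells (adjusted p = 0.543 from camera and adjusted p = 0.657 with an estimated correlation) and 2 higher and 1 lower (1 and 0) in RB-KD OIS cells (adjusted p = 0.383 from camera and adjusted p = 0.629 with an estimated correlation), and between the OIS states the list did not pass (adjusted p = 0.843 from camera and adjusted p = 0.872 with an estimated correlation). Single members passed: TEK changed by -1.82 (adjusted p = 1.24e-05) in Ctrl-KD OIS cells and by 1.94 (adjusted p = 4.18e-05) between the OIS states, and LAPTM5, under the array median in growing cells, was at least 5.98-fold higher in Ctrl-KD OIS and at least 5.18-fold higher in RB-KD OIS cells.

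For genes that the paper measured by other methods or discusses, the arrays gave the following. MCM5 had 658 ± 34.5, 285 ± 129 and 894 ± 6.01 in the 3 states, a log2 fold change of 1.73 (adjusted p = 0.00165) between the OIS states, and CXCL8, read close to the arrays' highest signals, changed by 0.17 (adjusted p = 0.225) there. The transcription factor SP1 had 1356 ± 5.37, 672 ± 14.0 and 1042 ± 44.3, with -1.01 (adjusted p = 6.76e-05) in Ctrl-KD OIS cells and 0.63 (adjusted p = 0.00294) between the OIS states, while CEBPB, a regulator of the secretory program, changed by 1.11 (adjusted p = 6.92e-06) and 0.01 (adjusted p = 0.935). PFKFB3, which makes the activator of phosphofructokinase, changed by 0.94 (adjusted p = 0.00068) and 0.15 (adjusted p = 0.5), HRAS by 0.08 (adjusted p = 0.57) and -0.36 (adjusted p = 0.0283), and CPT1A, the carnitine palmitoyltransferase, by 0.23 (adjusted p = 0.196) and -0.18 (adjusted p = 0.363). The histone demethylases KDM5A and KDM5B changed by 0.33 (adjusted p = 0.042) and 0.22 (adjusted p = 0.146) in Ctrl-KD OIS cells. KDM5A reversed to -0.47 with the mean of its 5 probe sets. Its call also ended with no filter (adjusted p = 0.0537) and without a trend in the prior variance (0.0598). With 1 array left out its change lay between 0.28 and 0.38. The call of KDM5A is thus not firm. The other KDM5B probe sets gave 0.89, 0.30, -0.29 and -0.52, the last from a probe set under the array median on every array. The size of the KDM5B change thus depends on the probe set. The chaperones HIRA and ASF1A changed by -0.04 (adjusted p = 0.772) and -0.11 (adjusted p = 0.485) in Ctrl-KD OIS cells. A second ASF1A probe set, above the array median on all 6 arrays, gave -0.33. The size of the ASF1A change thus depends on the probe set as well. Among the largest falls from growing cells, the collagen gene COL15A1 was at least 65.1-fold lower in Ctrl-KD OIS cells, and OXTR, the oxytocin receptor, fell by 5.78 and 5.25 on the log2 scale in Ctrl-KD and RB-KD OIS cells.

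Genes raised in Ctrl-KD OIS and lower in RB-KD OIS cells form the pattern behind Cluster 20, and both comparisons contain the Ctrl-KD OIS arrays, so noise in these arrays could create it. Across genes, which are not independent replicates, the 2 comparisons had r = -0.43. Simulated arrays with no change gave -0.50, which the shared state sets at any noise level, so r cannot separate the pattern from noise. The covariance was -0.325, against -0.0759 in the simulated arrays. It was -0.230 (r = -0.27) when each comparison used its own Ctrl-KD OIS array. Of the genes picked on the first replicates (raised and then lowered by over 0.5 on the log2 scale), 77.6% showed the same signs on the second replicates, and of those picked on the second 71.9% did so on the first, against 34.9% and 32.2% of all genes, 39.9% of genes picked alike in simulated arrays with RB-KD OIS equal to Ctrl-KD OIS cells and 33.4% with no state different, which argues against noise of the shared arrays as the whole source. A fall shared by all genes raised in OIS is consistent with the values of 2 metabolic lists: against 10000 random lists matched on their change in Ctrl-KD OIS cells, the median change after RB depletion of the KEGG glycolysis list lay at percentile 79.3 and that of the oxidative phosphorylation list at percentile 48.0. Other metabolic lists lay on both sides, with the glucose transporters at percentile 2.4, the TCA cycle at 5.67, fatty acid oxidation at 7.76, the pentose phosphate pathway at 41, glutamine uptake and use at 52.2, the core glycolytic enzymes at 82.9, the pyruvate dehydrogenase axis at 89.3 and cholesterol synthesis at 98.3. The lysosomal list lay at percentile 2.14, the cytokine list at 99.99, the mitotic list at 0.1 and the E2F list at 100.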
